# Physiological responses and transcriptomic changes reveal the mechanisms underlying adaptation of *Stylosanthes guianensis* to phosphorus deficiency

**DOI:** 10.1186/s12870-021-03249-2

**Published:** 2021-10-13

**Authors:** Zhijian Chen, Jianling Song, Xinyong Li, Jacobo Arango, Juan Andres Cardoso, Idupulapati Rao, Rainer Schultze-Kraft, Michael Peters, Xiaohui Mo, Guodao Liu

**Keywords:** *Stylosanthes*, P deficiency, Transcriptomics, P responsive genes, Root morphology, Pi homeostasis

## Abstract

**Background:**

Phosphorus (P) is an essential macronutrient for plant growth that participates in a series of biological processes. Thus, P deficiency limits crop growth and yield. Although *Stylosanthes guianensis* (stylo) is an important tropical legume that displays adaptation to low phosphate (Pi) availability, its adaptive mechanisms remain largely unknown.

**Results:**

In this study, differences in low-P stress tolerance were investigated using two stylo cultivars (‘RY2’ and ‘RY5’) that were grown in hydroponics. Results showed that cultivar RY2 was better adapted to Pi starvation than RY5, as reflected by lower values of relative decrease rates of growth parameters than RY5 at low-P stress, especially for the reduction of shoot and root dry weight. Furthermore, RY2 exhibited higher P acquisition efficiency than RY5 under the same P treatment, although P utilization efficiency was similar between the two cultivars. In addition, better root growth performance and higher leaf and root APase activities were observed with RY2 compared to RY5. Subsequent RNA-seq analysis revealed 8,348 genes that were differentially expressed under P deficient and sufficient conditions in RY2 roots, with many Pi starvation regulated genes associated with P metabolic process, protein modification process, transport and other metabolic processes. A group of differentially expressed genes (DEGs) involved in Pi uptake and Pi homeostasis were identified, such as genes encoding Pi transporter (PT), purple acid phosphatase (PAP), and multidrug and toxin extrusion (MATE). Furthermore, a variety of genes related to transcription factors and regulators involved in Pi signaling, including genes belonging to the PHOSPHATE STARVATION RESPONSE 1-like (PHR1), WRKY and the SYG1/PHO81/XPR1 (SPX) domain, were also regulated by P deficiency in stylo roots.

**Conclusions:**

This study reveals the possible mechanisms underlying the adaptation of stylo to P deficiency. The low-P tolerance in stylo is probably manifested through regulation of root growth, Pi acquisition and cellular Pi homeostasis as well as Pi signaling pathway. The identified genes involved in low-P tolerance can be potentially used to design the breeding strategy for developing P-efficient stylo cultivars to grow on acid soils in the tropics.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-03249-2.

## Background

Phosphorus (P) is one of the essential macronutrients for plant growth and development. P is involved in the processes of photosynthesis, respiration, energy metabolism and signal transduction in plants [1]. Furthermore, P is also an important structural component of various biomolecules in plant cells, including adenosine triphosphate (ATP), phospholipids, DNA and RNA [2]. Although total P is abundant in soils, P is easily immobilized by soil components into unavailable forms that cannot be directly utilized by plants [3]. Thus, low phosphate (Pi) availability is considered a major limiting factor for crop growth, especially in acid soils that occupy about 50% of the world’s arable land [3, 4]. To obtain high yields in traditional agricultural systems, farmers need to apply excessive quantities of P fertilizer, potentially leading to soil deterioration and eutrophication problems [5]. Furthermore, P fertilizer is derived from mined phosphate rock, which is a finite resource that is slowly depleting [6]. Therefore, improving the absorption and utilization of soil P can be an effective way for increasing crop yield and reducing fertilizer P application. Such improvements aim for the development of a more sustainable and environmentally sound agriculture.

To cope with low-P stress, plants have improved Pi uptake and homeostasis through a wide range of morphological, physiological and molecular changes, such as modifying root morphology and architecture, increasing secretion of organic acid and acid phosphatases, enhancing expression of high-affinity Pi transporters, developing symbioses with arbuscular mycorrhizal fungi, and regulating complex P signaling networks in plant cells [7, 8]. It has been well demonstrated that plants display plasticity in root growth under P deficiency by changing root morphology and architecture, and thus increasing acquisition of P from the soil [9, 10]. For example, increase in root length and root/shoot ratio is observed in maize (*Zea mays*) [11], faba bean (*Vicia faba*) [12], rapeseed (*Brassica napus*) and wheat (*Triticum aestivum*) [13] in response to low P supply. Furthermore, acid phosphatase activities are up-regulated by Pi deprivation in many plants, such as rice (*Oryza sativa*), soybean (*Glycine max*) and chickpea (*Cicer arietinum*), which could contribute to increased organic P utilization [14–16].

To date, a variety of P responsive genes have been identified to participate in Pi uptake and homeostasis [8, 17]. For example, PHOSPHATE STARVATION RESPONSE 1 (AtPHR1) in Arabidopsis and OsPHR2 in rice, encoding the MYB transcription factor, are the central regulators involved in Pi signaling pathway [8]. AtPHR1 is demonstrated to regulate a set of Pi starvation induced (PSI) genes through binding to the P1BS *cis* element of target genes [18]. Furthermore, a negative regulatory role for protein containing the SYG1/PHO81/XPR1 (SPX) domain in rice is documented where OsSPX1 suppresses the transcripts of several PSI genes, such as Pi transporters (*OsPT2* and *OsPT6*) and purple acid phosphatases (*OsPAP10*) [7]. A group of Pi transporters have been functionally characterized to be involved in Pi uptake and/or translocation in many plants; examples include: AtPT1 and AtPT2 from Arabidopsis [19, 20], OsPT1/9/10 from rice [21, 22] and GmPT5/7 from soybean [23, 24]. In addition, numerous purple acid phosphatase (PAP) homologues have also been demonstrated to function in Pi release from organic P, including AtPAP10/12/26 from Arabidopsis [25], OsPHY1 from rice [26], PvPAP1/3 from common bean (*Phaseolus vulgaris*) [27] and GmPAP14/33 from soybean [28, 29]. Furthermore, many other PSI genes have been identified to regulate root morphology and architecture, such as *expansin 2* (*GmEXPB2*) and *expansin 17* (*OsEXPA17*) [30, 31].

*Stylosanthes guianensis* (stylo) originates from the New World tropics, where acid soils are widely distributed [32]. Stylo is widely used in agricultural systems for livestock nutrition and soil improvement in South China [33, 34]. Owing to its greater ability to adapt to plant growth limiting factors in acid soils, such as P deficiency, aluminum (Al) and manganese (Mn) toxicity, stylo has been regarded as an important tropical legume for dissecting its adaptive mechanisms to nutrient-poor acid soil [35–37]. A P-efficient stylo genotype has been found to display the capacity to use organic P as well as tolerance to high Al through enhanced root APase activity and modified root growth response, respectively [37–39]. Although the studies mentioned above provide some insights into the mechanisms of low-P tolerance in stylo, little is known about those associated with differential gene expression patterns. Certainly, the overall changes in expression profile of PSI genes in stylo roots have not been documented, which can be potentially used as candidate genes for breeding stylo varieties with high level of tolerance to low P in acid soils. Accordingly, the effects of P deficiency on dry mass production, P concentration and APase activities of two stylo cultivars, ‘RY2’ and ‘RY5’, were analyzed in this study. Genome-wide transcriptomic analysis of stylo roots in response to P deficiency was further conducted using RNA-seq and the molecular mechanisms underlying adaptation of stylo to low-P stress are suggested.

## Results

### Characterization of low-P tolerance in two stylo cultivars

In this study, two stylo cultivars (‘RY2’ and ‘RY5’) were subjected to 0, 100 and 250 μM KH_2_PO_4_ as low (Pi starvation), moderate and high P supply treatments, respectively, for 21 d under hydroponic conditions. Results showed that both plant height and leaf number of the two cultivars tested were significantly affected by P treatments. Compared to the high P (250 μM P) treatment, low P availability resulted in decreased plant height and leaf number of both cultivars, especially under low P (0 μM P) treatment (Fig. 1). The values of relative decrease rates of plant height and leaf number were 39.5 and 47.4% in RY5, and were 32.8 and 38.5% in RY2 under 0 μM P treatment compared to those under high P (250 μM) application (Fig. 1b and c, Additional file 1). Similarly, compared to 250 μM P treatment, shoot and root dry weight were decreased by 38.4-66.5% in RY5 and 22.6-58.9% in RY2 with 0 μM P treatment (Fig. 2a and b). Furthermore, the relative decrease rates of shoot and root dry weight of RY5 were significantly higher than those of RY2 under 0 μM P condition (Additional file 1). Similar to the results of shoot and root dry weight, low P availability resulted in less P accumulation in shoots and roots of the two cultivars. P concentrations in shoots and roots were decreased by 82.0-87.5% in RY5 and 83.7-88.9% in RY2 with 0 μM P treatment, compared to those in 250 μM P treatment (Fig. 2c and d).

**Fig. 1:**
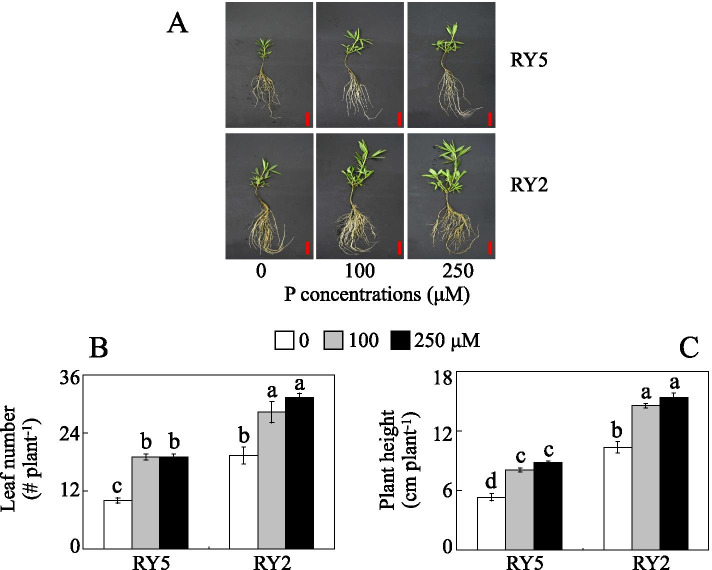
Stylo growth under different P levels. **a** Growth performance of stylo. **b** Plant height. **c** Leaf number. Fourteen-day-old stylo seedlings were subjected to 0, 100 and 250 μM KH_2_PO_4_ as low (Pi deprivation), moderate and high P supply treatments for 21 d, respectively. Each bar represents the mean of three independent replicates with standard error (SE). Different letters indicate significant differences among P treatments at *P*<0.05. Bar=5 cm

**Fig. 2:**
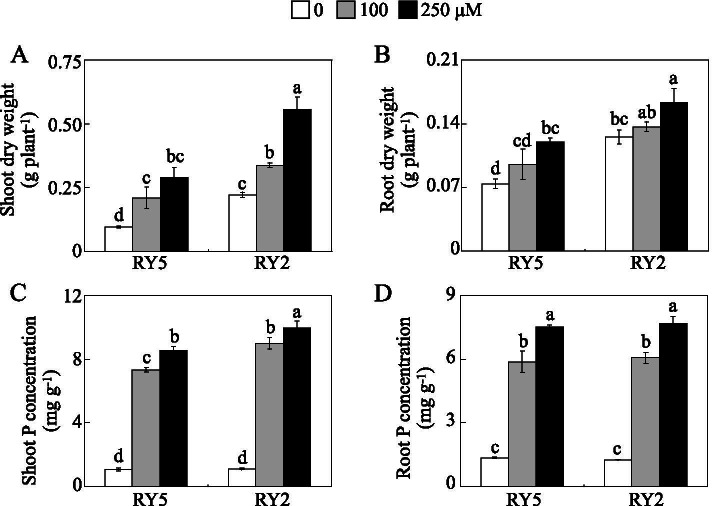
Plant dry weight and P concentration of stylo at different P treatments. **a** Shoot dry weight. **b** Root dry weight. **c** P concentration in shoot. **d** P concentration in root. Fourteen-day-old stylo seedlings were subjected to 0, 100 and 250 μM KH_2_PO_4_ as low (Pi deprivation), moderate and high P supply treatments for 21 d, respectively. Each bar represents the mean of three independent replicates with standard error (SE). Different letters indicate significant differences among P treatments at *P*<0.05

In addition, P acquisition and utilization efficiencies of the two cultivars evaluated were markedly influenced by P availability (Fig. 3). P acquisition efficiency of both cultivars was significantly increased by P supply in the solution. It was notable that P acquisition efficiency was higher in RY2 than in RY5 by more than 100.3, 84.7 and 102.7% under 0, 100 μM and 250 μM P treatments, respectively (Fig. 3a). In contrast, P utilization efficiency of the two cultivars was decreased by an increase in P supply, and P utilization efficiency of RY2 was similar to that of RY5 under the same P treatment (Fig. 3b). These results together show that stylo cultivar RY2 is more tolerant to low-P stress compared to RY5.

**Fig. 3:**
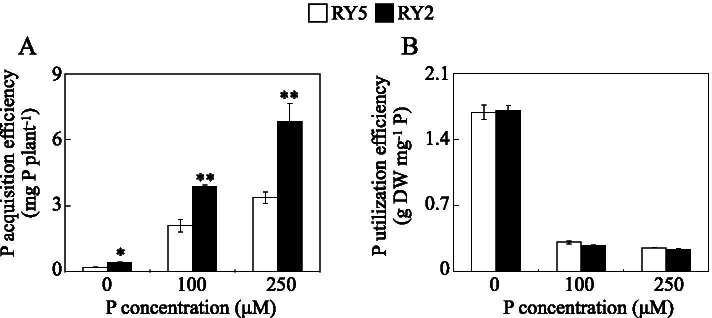
P acquisition and utilization efficiencies of stylo at different P levels. **a** P acquisition efficiency. **b** P utilization efficiency. Each bar represents the mean of three independent replicates with SE. Asterisks indicate significant differences between the two stylo cultivars. *, 0.01<*P*<0.05. **, 0.001<*P*<0.01

### Changes of root morphology and APase activities in response to Pi starvation

Root morphology was subsequently analyzed from the response of stylo to P deficiency. As shown in Fig. 4, both total root length and lateral root length declined in the two cultivars under 0 and 100 μM P treatments compared to high P application, but no significant differences were observed in the relative decrease rates of total root length and lateral root length between the two cultivars. Interestingly, total root length, lateral root length and root surface area in RY2 were 138.3-169.4, 152.9-198.9 and 116.6-144.8% higher than those in RY5 under 0 and 100 μM P treatments, respectively (Fig. 4).

**Fig. 4:**
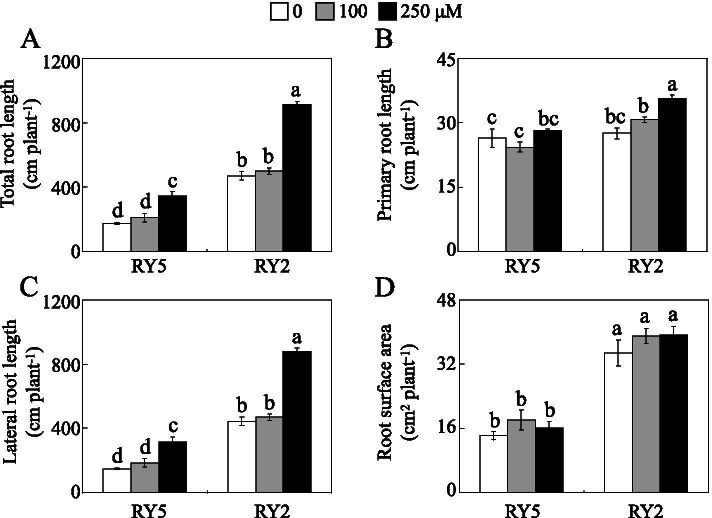
Stylo root growth at different P levels. **a** Total root length. **b** Primary root length. **c** Lateral root length. **d** Root surface area. Fourteen-day-old stylo seedlings were subjected to 0, 100 and 250 μM KH_2_PO_4_ as low (Pi deprivation), moderate and high P supply treatments for 21 d, respectively. Each bar represents the mean of three independent replicates with SE. Different letters indicate significant differences among P treatments at *P*<0.05

As increasing activity of APase is considered to be beneficial for plants in improving organic P utilization, APase activities in leaf and root of stylo under different P treatments were further assayed. Compared to 250 μM P, leaf and root APase activities were significantly increased by 0 μM P treatment in both stylo cultivars (Fig. 5). Leaf APase activities in RY5 and RY2 respectively increased by 66.9 and 83.3% under 0 μM P treatment compared to 250 μM P application. Root APase activities in RY5 and RY2 were 31.7 and 135.8% greater under 0 μM P treatment compared to 250 μM P application (Fig. 5). Furthermore, leaf and root APase activities in RY2 were about 22.8 and 30.3%, respectively, higher than those in RY5 under 0 μM P condition (Fig. 5).

**Fig. 5:**
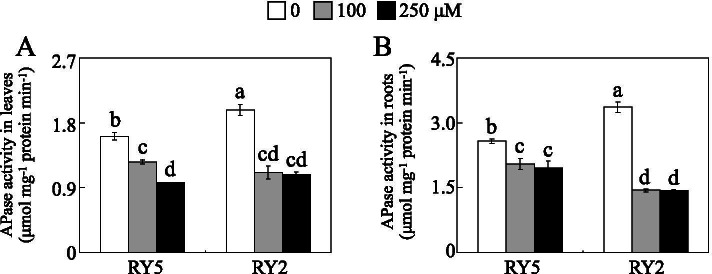
Determination of APase activities. **a** Leaf APase activity. **b** Root APase activity. Fourteen-day-old stylo seedlings were subjected to 0, 100 and 250 μM KH_2_PO_4_ as low (Pi deprivation), moderate and high P supply treatments for 21 d, respectively. Each bar represents the mean of three independent replicates with SE. Different letters indicate significant differences among P treatments at *P*<0.05

### Transcriptomic changes in stylo roots in response to Pi starvation

To further investigate the global expression profile of Pi starvation responsive genes in stylo roots, transcriptomic analysis of the low-P tolerant stylo cultivar RY2 at 0 (LP) and 250 (HP) μM KH_2_PO_4_ supply treatments was conducted, which resulted in an average of 54.1 and 42.5 million clean reads in the libraries of stylo roots under LP and HP treatments, respectively (Additional file 2). 

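RNA-seq was carried out on roots of RY2 after 21 d of phosphate treatment, with 3 libraries at 0 μM KH2PO4 (LP) and 3 at 250 μM (HP), each from a separate sample. The phosphorus field of the sample labels gives the doses the other way round, 250 μM for the libraries titled LP and 0 μM for those titled as control, while the paper defines LP as 0 μM. The paper's doses were used throughout. Under this assignment, the 859 unigenes that could be tested among the 1272 of 8349 rows read from Table S3 all changed in the direction given there. For each library the authors deposited a table of read counts estimated by RSEM for each unigene of their assembly, together with FPKM values. RSEM divides a read that fits several unigenes among them, and between 34.0% and 36.4% of the values in a library were not whole numbers, so the counts of near-identical unigenes and of members of large gene families are uncertain. The counts summed to 21784888, 20643446 and 21046780 in the LP libraries and to 17821019, 15586353 and 16296477 in the HP libraries. The paper's averages of 54.1 M and 42.5 M clean reads count both reads of a pair, and the mean totals of the deposited counts, 21.2 M and 16.6 M, were 78.3% and 77.9% of the read pairs. The tests use the deposited counts. Gene names are those of the supplementary tables, most of them matches to other plant species.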

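Counts were rounded to whole numbers, scaled by edgeR's TMM factors (0.975 to 1.01) and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all unigenes tested. Normalized counts are given per library of the mean effective size. The standard error given with a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. It therefore restates that test and is not a separate measure of the spread between libraries. A unigene was called at an adjusted p under 0.05 with a log2 fold change of at least 1 in size, the thresholds of the paper, which names DESeq2 for its own test. Where all libraries of a group had 0 reads, the change is given as a lower bound against a floor of 3 reads over that group, which covers counting error only. A range of adjusted p over all alternatives covers every other fit of the unigene. These include DESeq2, limma and a test against a log2 fold change of 1, so its ends need not come from edgeR. Spearman correlations of log CPM were 0.892 to 0.915 between libraries of the same treatment and 0.785 to 0.814 between treatments. The first principal component held 49.5% of the variance and separated LP from HP, while the second held 14.8% and set the HP replicate 2 library apart from the others. With 3 libraries against 3, an exact two-sided permutation test of a single unigene cannot give a p below 0.1, so the tests of single unigenes rest on the spread that edgeR estimates across unigenes.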

From all samples, *de novo* assembly of the reads generated 326,640 transcripts and 173,014 unigenes (Additional file 2). 

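The deposited tables list 173014 unigenes. After rounding, 152344 had at least 1 read in the 6 libraries, and between 102736 and 115807 had reads in any single library. The filter on low counts (edgeR's filterByExpr with a minimum count of 10) left 62040 unigenes for testing, which held 98.4% to 98.9% of the reads of each library. The other 110974 unigenes were not tested.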

The mean lengths of transcripts and unigenes were 787 and 1,243 bp, respectively (Additional file 2). A total of 8,348 genes with |log_2_(fold change)|≥1 and *q*<0.05 were considered as differentially expressed genes (DEGs) in stylo roots from the two P treatments (Additional file 3). Among them, 3,707 and 4,641 genes were up-regulated and down-regulated by Pi starvation in stylo roots, respectively (Additional file 3). 

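Of the 62040 unigenes tested, 8183 (13.2%) were called differentially expressed, and 12635 had an adjusted p under the threshold whatever the size of the change. DESeq2 at the same thresholds called 9644, of which 8164 were also called by edgeR. The count fell most when edgeR tested against a log2 fold change of 1 rather than applying it to the estimate, to 3053 unigenes. With each library left out in turn, between 5586 and 8183 unigenes were called. Without LP replicate 3 the count was also 8183, but only 6560 of these unigenes were called with all libraries. In all, 4203 of the 8183 were called in every one of these 6 fits. No unigene called here was called in the opposite direction under any of the 20 alternatives.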

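Under LP, 3780 of the called unigenes were higher and 4403 (53.8%) were lower than under HP. This excess of lower unigenes depended on the libraries used. Without HP replicate 1, 2955 unigenes were higher and 2668 lower, and without HP replicate 3, 2750 and 2836. Among the called unigenes, 285 had 0 reads in every HP library and 325 had 0 reads in every LP library. The 5 largest increases and the 5 largest decreases among called unigenes with a description in the supplementary tables were all of this kind. Among the increases, the uncharacterized proteins Cluster-8255.39031, Cluster-8255.72320 and Cluster-8255.81109 were at least 4107-fold, 2877-fold and 2381-fold higher under LP (edgeR adjusted p = 1.50e-04, 0.00117 and 4.42e-04). A caffeic acid 3-O-methyltransferase-like unigene, Cluster-8255.73421, was at least 2691-fold higher under LP (edgeR adjusted p = 2.07e-04), with 10175 reads over the LP libraries and 0 over the HP libraries. The remaining increase was an inorganic phosphate transporter 1-4-like unigene, Cluster-8255.109086. An alcohol dehydrogenase-like unigene, Cluster-8255.67904, was at least 689.9-fold lower under LP (edgeR adjusted p = 1.31e-04), and a 6-phosphofructokinase 3-like unigene, Cluster-8255.77731, was at least 536-fold lower under LP (edgeR adjusted p = 0.00330). A MEI2-like unigene (Cluster-8255.68118), a prolyl endopeptidase-like unigene (Cluster-8255.92362) and an uncharacterized protein (Cluster-8255.43666) were at least 526-fold, 524-fold and 447-fold lower under LP (edgeR adjusted p = 0.00284, 8.23e-04 and 0.00455), the last at least 259-fold without HP replicate 1. All 10 kept their calls with each library left out.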

Subsequently, a hierarchical clustering of all DEGs was generated to show the overview of the transcriptomic profiles (Additional file 4). The DEGs were clustered into three main clusters under the two P treatments (Additional file 4). 

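The 8183 called unigenes were clustered on the log2(FPKM + 1) of the mean deposited FPKM per treatment, each centred on its own mean, by Euclidean distance and complete linkage, since the paper's text does not name a distance or a linkage. Split into 3, the tree held 7546, 351 and 286 unigenes. The largest cluster held both directions, with 3429 unigenes higher and 4117 lower under LP. In the cluster of 351 every unigene was higher under LP, with a mean log2(FPKM + 1) of 4.83 under LP and 1.37 under HP. In the cluster of 286 every unigene was lower under LP, at 1.53 and 4.98. The composition depended on the settings. Without centring, all 3 clusters held both directions and separated unigenes by their level of expression (7105, 992 and 86 unigenes). With 1 minus the Pearson correlation over the 6 libraries as the distance, no cluster held both directions, and 4402 lower and 3780 higher unigenes formed the 2 large clusters. No test applies to this grouping, which was drawn from unigenes selected for their difference.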

Cluster 1 included both the up-regulated and down-regulated DEGs, while the expression levels of DEGs in clusters 2 and 3 were decreased and increased by LP treatment, respectively, compared to the HP treatment (Additional file 4).

Gene Ontology (GO) analysis showed that the identified DEGs can be classified into biological processes (BP), cellular components (CC) and molecular function (MF), which included 20, 4 and 12 GO terms, respectively (Fig. 6a). Among the BP group, single-organism metabolic process, oxidation-reduction process, protein modification process, phosphorus metabolic process, transmembrane transport, protein phosphorylation and lipid metabolic process were the main terms (Fig. 6a). The dominant terms in CC contained intrinsic component of membrane, integral component of membrane, melanosome and pigment granule (Fig. 6a). Among the MF group, catalytic activity, ion binding, transferase activity, oxidoreductase activity, kinase activity, transporter activity and protein kinase activity were the major terms (Fig. 6a). Furthermore, the identified DEGs were analyzed via the Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment. There were 25 significantly enriched KEGG pathways. Among them, plant hormone signal transduction, phenylpropanoid biosynthesis, starch and sucrose metabolism, glycerophospholipid metabolism, glycerolipid metabolism, alanine, aspartate and glutamate metabolism, cyanoamino acid metabolism, tyrosine metabolism, circadian rhythm-plant and inositol phosphate metabolism were the most dominant KEGG pathways (Fig. 6b).

**Fig. 6:**
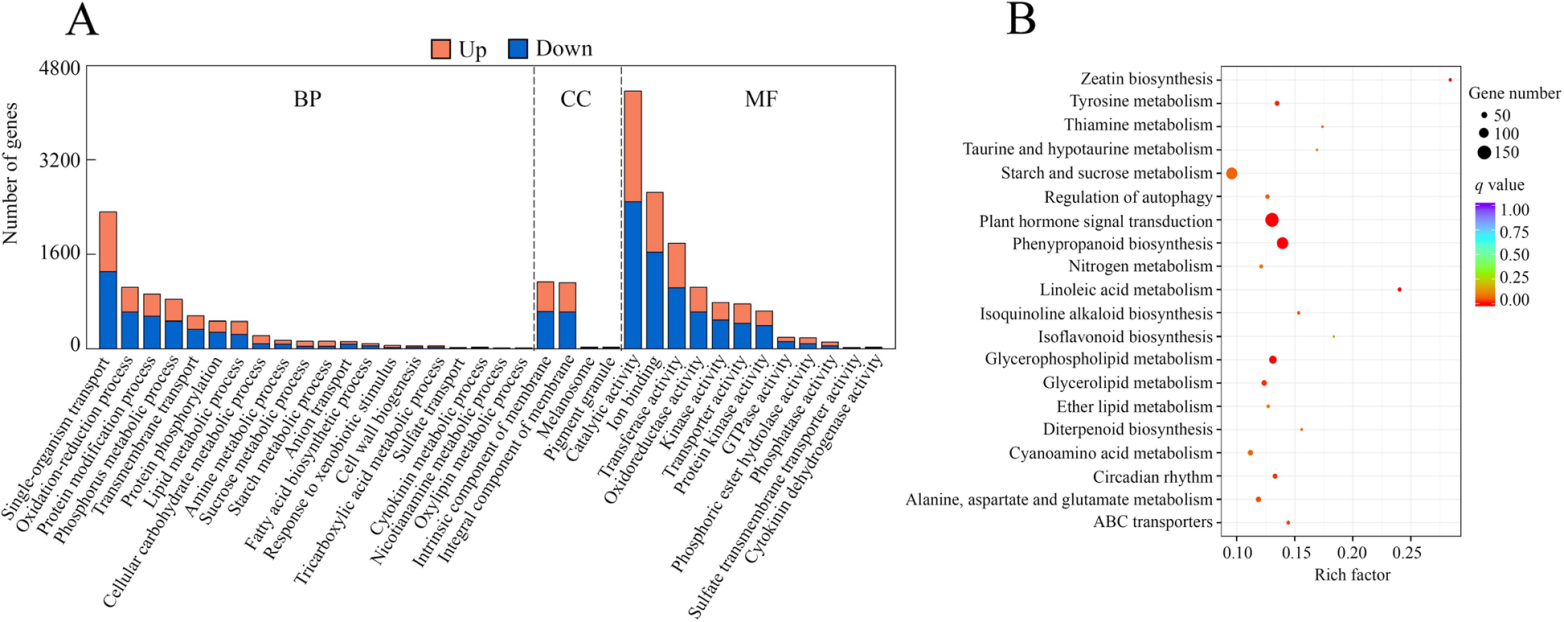
GO and KEGG analysis of DEGs. **a** GO terms associated with biological process (BP), cellular component (CC) and molecular function (MF). **b** KEGG enrichment analysis of DEGs regulated by P deficiency in stylo roots. KEGG analysis was analyzed according to KEGG database (https://www.kegg.jp/)

### Transporters in response to low P availability

A total of 279 DEGs encoding different kinds of transporters were enriched based on GO analysis (Additional file 5). 

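Of the 279 transporter unigenes listed in Table S4, 271 could be tested and 240 were called here, 80 higher and 160 lower under LP. The other 8 did not pass the filter on low counts. All 271 tested unigenes had an estimated change in the direction listed. Adjusted over the list alone, 261 were called. This is not independent evidence, because the study chose this list, like those of its other tables, on the same libraries. DESeq2 called 254 of the list, and the test against a log2 fold change of 1, the alternative that moved the count most, called 137. Leaving out each library in turn gave 200 to 230 calls, and 174 unigenes were called in all 6 of these fits. In 16 of the listed unigenes no HP library had a read, and in 14 no LP library had one. Among called unigenes with more than 3 reads in both treatments, log2 fold changes ran from 1.04 to 6.90 for those higher under LP and from -1.01 to -5.69 for those lower. Family members that share sequence can share reads, so the counts of single members are less certain than those of the family.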

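By family, the calls covered 35 of 43 listed ABC transporter unigenes, 30 of 31 nitrate transporters, 15 of 20 dicarboxylate transporters, 16 of 20 sulfate transporters and 16 of 18 Pi transporters. Among the sulfate transporters, 7 were called higher and 9 lower under LP, and 18 were called when adjusted over the list alone. Without HP replicate 1 there were 8 higher and 5 lower, and without HP replicate 3 6 of each. The next families by size were the aquaporins, with 17 of 17 called, 12 of them lower, and the ATPases, with 15 of 16 called, 12 of them lower. In both, lower calls outnumbered higher calls under each alternative scaling and without any 1 library.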

The most significant enriched transporter genes were classified into ABC transporter, nitrate transporter, dicarboxylate transporter, sulfate transporter and Pi transporter (Fig. 7 and Additional file 5). For example, 43 genes were identified as ABC transporter, including 24 up-regulated and 19 down-regulated genes (Fig. 7 and Additional file 5). 

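Among the ABC transporter unigenes, 20 were called higher and 15 lower under LP. The counts adjusted over the list alone were 23 and 17. Without 1 library, 28 to 33 were called. The 20 included 4 without a read in any HP library. For those with more than 3 reads in both treatments, the log2 fold changes were 1.27 to 6.90 among the higher and -1.06 to -5.66 among the lower unigenes.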

The transcripts of *ABC transporter D family member 1*, *ABC transporter B family member 26*, *ABC transporter B family member 19* and *ABC transporter C family member 3* were induced by low-P stress, while *ABC transporter ATP-binding protein* was completely suppressed (Additional file 5). 

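Unigenes under the same ABC transporter name changed in different directions. Of the ABC transporter D family member 1 unigenes, Cluster-8255.80458 was at least 986-fold higher under LP (edgeR adjusted p = 1.21e-04), with a normalized count of 1115 ± 100.2 (SD, n = 3) under LP and 0 reads in every HP library. In contrast, Cluster-8255.69270 was lower, with 633 ± 86.6 (SD, n = 3) under LP and 2477 ± 359 (SD, n = 3) under HP, a log2 fold change of -1.97 (standard error 0.15, edgeR adjusted p = 5.65e-04). A further member, Cluster-8255.60566 (log2 fold change -1.85, edgeR adjusted p = 0.0551), did not pass the threshold. ABC transporter B family member 26, Cluster-8255.48292, was at least 16.1-fold higher under LP (edgeR adjusted p = 0.0102) and it lost its call without LP replicate 2 (edgeR adjusted p = 0.0534, and 2.21e-04 to 0.101 over all alternatives). ABC transporter B family member 19 was represented by Cluster-8255.116649 and Cluster-8255.116650, with 152 and 215 reads over the LP libraries and none under HP, and by Cluster-8255.16107, with 195 ± 74.7 (SD, n = 3) under LP and 1.50 ± 1.77 (SD, n = 3) under HP, a log2 fold change of 6.90 (standard error 0.67, edgeR adjusted p = 0.00115). The first 2 were at least 40.2-fold and 56.9-fold higher (edgeR adjusted p = 0.0169 and 0.0178), or at least 22.9-fold without LP replicate 2 and at least 27.1-fold without LP replicate 3. Cluster-8255.43945, described as ABC transporter B family member 19-like, was lower, with a log2 fold change of -3.86 (standard error 0.36, edgeR adjusted p = 0.00106). ABC transporter C family member 3 had 321 reads over the LP libraries and 0 over the HP libraries in Cluster-8255.106304, where LP replicate 2 had 0, and this unigene did not pass the filter on low counts. The other unigene of that name, Cluster-8255.58850 (log2 fold change -1.18, edgeR adjusted p = 0.0114), was lower under LP and it lost its call without HP replicate 3 (edgeR adjusted p = 0.0506, and 1.55e-04 to 0.579 over all alternatives). The ABC transporter ATP-binding protein, Cluster-8255.27487, had 0 reads over the LP libraries and 60 over the HP libraries and was at least 25.2-fold lower under LP (edgeR adjusted p = 0.00743). For Cluster-8255.16107 the log2 fold change was 8.15 without HP replicate 3.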

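Of the 31 nitrate transporter unigenes, 30 could be tested and all 30 were called, 24 lower and 6 higher under LP. The same numbers were obtained when adjusted over the list alone. The test against a log2 fold change of 1 called 18. The largest of the increases was in an NRT1/PTR FAMILY 8.3 unigene, Cluster-8255.65553, with 453 ± 96.1 (SD, n = 3) under LP and 27.3 ± 11.0 (SD, n = 3) under HP, a log2 fold change of 4.06 (standard error 0.35, edgeR adjusted p = 7.50e-04). Increases were also found for Cluster-8255.101567 (log2 fold change 3.04, edgeR adjusted p = 0.00606) and Cluster-8255.88199 (log2 fold change 1.14, edgeR adjusted p = 6.46e-04), described as probable nitrate transporter At1g68570, and for a nitrate transporter 1.4-like unigene, Cluster-8255.61758 (log2 fold change 2.50, edgeR adjusted p = 0.0163), while the last lost its call without HP replicate 3, LP replicate 1 or LP replicate 2 (edgeR adjusted p 0.0517 to 0.0678, and 1.76e-04 to 0.0888 over all alternatives). A putative nitrate excretion transporter 2, Cluster-8255.47759 (log2 fold change 1.41, edgeR adjusted p = 0.0106), and a probable peptide/nitrate transporter At5g62680-like unigene, Cluster-8255.43727 (log2 fold change 1.04, edgeR adjusted p = 0.00233), were also higher. The latter lost its call without LP replicate 1 (log2 fold change 0.92, edgeR adjusted p = 0.00507, and 1.31e-11 to 0.870 over all alternatives). Other unigenes under these names were lower under LP. They were NRT1/PTR FAMILY 8.3 Cluster-8255.69401 (log2 fold change -1.33, edgeR adjusted p = 0.00278) and putative nitrate excretion transporter 2 Cluster-8255.100551 (log2 fold change -2.55, edgeR adjusted p = 0.0101) and Cluster-8255.37033 (log2 fold change -1.41, edgeR adjusted p = 0.0335), of which the last lost its call without HP replicate 1, HP replicate 3, LP replicate 1 or LP replicate 2 (edgeR adjusted p 0.0732 to 0.120, and 0.00648 to 0.428 over all alternatives). The most abundant nitrate transporters were chosen for mention after their values were seen. A high affinity nitrate transporter, Cluster-8255.68588, had 683 ± 166 (SD, n = 3) under LP and 34599 ± 1581 (SD, n = 3) under HP, a log2 fold change of -5.66 (standard error 0.21, edgeR adjusted p = 7.71e-05). A nitrate transporter, Cluster-8255.69378, fell from 32939.5 ± 1686 under HP to 968 ± 285 under LP (SD, n = 3 each), a log2 fold change of -5.09 (standard error 0.25, edgeR adjusted p = 1.25e-04), and a high-affinity nitrate transporter 3.1 unigene, Cluster-8255.68504 (log2 fold change -3.66, edgeR adjusted p = 2.28e-04), changed in the same direction. For Cluster-8255.61758 the log2 fold change was 3.21 without HP replicate 2.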

Interestingly, 25 out of 31 genes encoding nitrate transporter were down-regulated by P deficiency, but six genes were enhanced, such as *NRT1/PTR FAMILY 8.3*, *nitrate transporter 1.4-like*, *putative nitrate excretion transporter 2*, *probable peptide/nitrate transporter At5g62680-like*, and two *probable nitrate transporter At1g68570* (Additional file 5). 

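All 18 unigenes listed as putative Pi transporters in Table S4 were examined. Of the 17 that passed the filter on low counts, 16 were called, 11 higher and 5 lower under LP. Adjusted over the list alone, 11 were higher and 6 lower. Leaving out each library in turn gave 13 to 16 calls, and the test against a log2 fold change of 1 gave 10. The most abundant member was a glycerol-3-phosphate transporter 1, Cluster-8255.64283, with a normalized count of 16419 ± 2188 (SD, n = 3) under LP and 4079 ± 86.1 (SD, n = 3) under HP, a log2 fold change of 2.01 (standard error 0.12, edgeR adjusted p = 2.15e-04). Probable inorganic phosphate transporter 1-7-like unigenes were higher under LP, Cluster-8255.75677 (log2 fold change 2.69, edgeR adjusted p = 1.77e-04) and Cluster-8255.67723 (log2 fold change 2.09, edgeR adjusted p = 0.00808). So were glucose-6-phosphate/phosphate translocators, Cluster-8255.30407 (log2 fold change 2.41, edgeR adjusted p = 0.00252) and Cluster-8255.69185 (log2 fold change 1.07, edgeR adjusted p = 0.0217), and a probable sugar phosphate/phosphate translocator, Cluster-8255.107704 (log2 fold change 2.01, edgeR adjusted p = 0.0142). Of these, Cluster-8255.69185 lost its call without HP replicate 1, HP replicate 2 or LP replicate 3 (log2 fold change 0.88 to 1.15, edgeR adjusted p 0.0468 to 0.0676, and 0.00119 to 0.881 over all alternatives), and Cluster-8255.107704 lost its call without HP replicate 2 (edgeR adjusted p = 0.0502, and 4.47e-04 to 0.106 over all alternatives). The lower unigenes were a triose phosphate/phosphate translocator, Cluster-8255.65078 (log2 fold change -2.51, edgeR adjusted p = 5.48e-04), a probable sugar phosphate/phosphate translocator, Cluster-8255.26948 (log2 fold change -1.95, edgeR adjusted p = 0.00986), a probable inorganic phosphate transporter 1-9, Cluster-8255.46163 (log2 fold change -1.62, edgeR adjusted p = 0.0186), the phosphate transporter 1 described from Stylosanthes guianensis, Cluster-8255.64145 (log2 fold change -1.58, edgeR adjusted p = 6.50e-04), and phosphate transporter 3, Cluster-8255.72767 (log2 fold change -1.45, edgeR adjusted p = 0.00490). Among them, Cluster-8255.46163 lost its call without HP replicate 1, HP replicate 2 or HP replicate 3 (edgeR adjusted p 0.0605 to 0.0670, and 6.35e-04 to 0.209 over all alternatives). Not called were Cluster-8255.35310 (log2 fold change -1.96, edgeR adjusted p = 0.103), a probable sugar phosphate/phosphate translocator, and Cluster-8255.17252, which did not pass the filter. For Cluster-8255.35310 the log2 fold change was -2.60 without LP replicate 2.

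**Figure D1:**
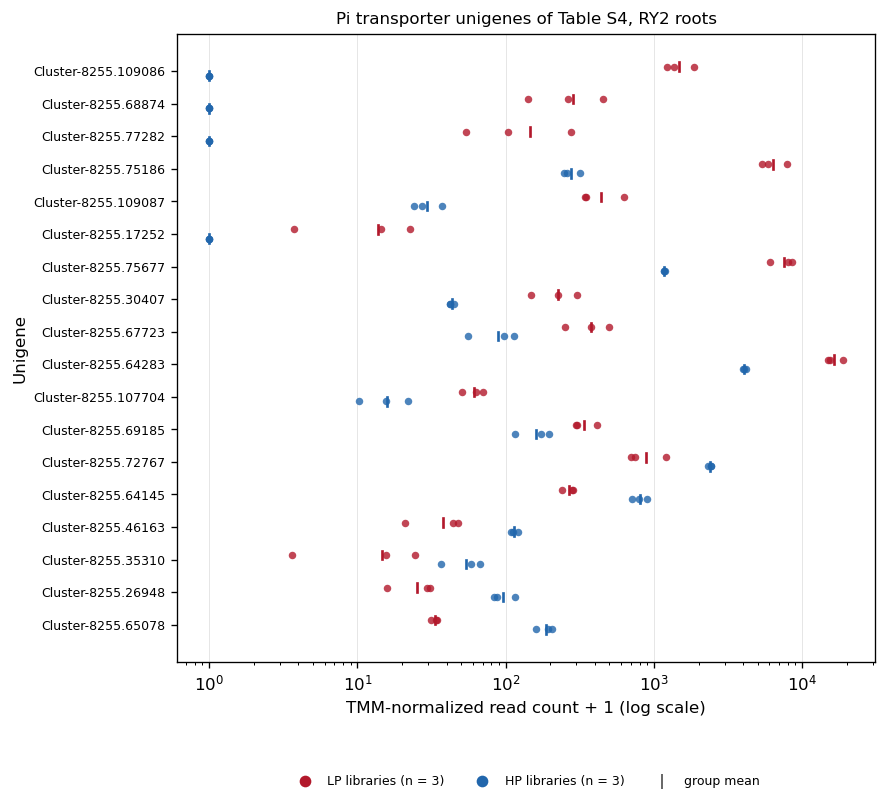
TMM-normalized read counts plus 1 on a log axis for the 18 Pi transporter unigenes of Table S4, with a point for each LP library (red) and each HP library (blue) and a tick at each group mean. In the 16 called unigenes all LP points lie on the same side of all HP points, and 4 unigenes have every HP library at 0 reads.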

Among the 18 DEGs belonging to the putative Pi transporter, 12 and 6 genes were up-regulated and down-regulated by Pi starvation, respectively (Fig. 8). For example, transcripts of two *inorganic phosphate transporter 1-4-like*, one *xylulose 5-phosphate/phosphate translocator* and one *inorganic phosphate transporter 2-1* were significantly induced by low P treatment (Additional file 5). In addition, a set of 20 genes enriched in dicarboxylate transporter were found to be mainly encoding for multidrug and toxin extrusion (MATE) and aluminum-activated malate transporter (ALMT) (Additional file 5). Among them, five *MATE* homologues, including one *MATE efflux family protein 5-like*, one *MATE efflux family protein 8-like*, two *MATE efflux family protein 5* and one *MATE efflux family protein DTX1-like*, were up-regulated by P deficiency, and three genes encoding ALMT family protein were down-regulated, such as *aluminum-activated malate transporter 10-like*, *aluminum-activated malate transporter 9-like* and *aluminum-activated malate transporter 2* (Additional file 5).

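The inorganic phosphate transporter 1-4-like name covered several unigenes, all higher under LP. Cluster-8255.75186 had a normalized count of 6394 ± 1326 (SD, n = 3) under LP and 275 ± 37.3 (SD, n = 3) under HP, a log2 fold change of 4.54 (standard error 0.20, edgeR adjusted p = 1.00e-04). Cluster-8255.109087 rose from 28.5 ± 6.97 under HP to 438 ± 160.2 under LP (SD, n = 3 each), a log2 fold change of 3.94 (standard error 0.33, edgeR adjusted p = 7.26e-04). Cluster-8255.109086, with 4929 reads over the LP libraries and 0 over the HP libraries, was at least 1304-fold higher under LP (edgeR adjusted p = 3.26e-04), and Cluster-8255.68874, with 944 reads over the LP libraries and 0 over the HP libraries, was at least 249.7-fold higher under LP (edgeR adjusted p = 0.00371). These unigenes can share reads, so their separate counts are uncertain. The xylulose 5-phosphate/phosphate translocator, Cluster-8255.77282, had 479 reads over the LP libraries and 0 over the HP libraries and was at least 127-fold higher under LP (edgeR adjusted p = 0.0104), or at least 68.4-fold without LP replicate 2. Cluster-8255.17252, described as inorganic phosphate transporter 2-1, had 43 reads over the LP libraries and 0 over the HP libraries, with each LP library above 0, but was too sparse to be tested.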

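Of the dicarboxylate transporter unigenes, 18 were tested and 15 called, 3 higher and 12 lower under LP. When adjusted over the list alone, 17 were called. The test against a log2 fold change of 1 called 8, and leaving out each library in turn gave 13 or 14 calls. By their descriptions, 14 of the listed unigenes were MATE and 3 were ALMT homologues. Of the MATE homologues, 3 were called higher and 6 lower under LP.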

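Of the MATE homologues with a higher estimate under LP, the MATE efflux family protein 5 unigene Cluster-8255.13439 had 384 ± 22.0 (SD, n = 3) under LP and 109.7 ± 31.8 (SD, n = 3) under HP, a log2 fold change of 1.81 (standard error 0.23, edgeR adjusted p = 0.00309), and the DTX1-like unigene Cluster-8255.46540 (log2 fold change 1.25, edgeR adjusted p = 0.00993) was also called. The MATE efflux family protein 8-like unigene, Cluster-8255.22361, with 80 reads over the LP libraries and 3 over the HP libraries, was 21.2-fold higher under LP by the ratio of normalized reads (95% exact counting interval 6.98 to 105, edgeR adjusted p = 0.0294), and it lost its call without HP replicate 2, HP replicate 3, LP replicate 1, LP replicate 2 or LP replicate 3 (edgeR adjusted p 0.0726 to 0.0981, and 0.00109 to 0.10 over all alternatives). The other MATE efflux family protein 5 unigene, Cluster-8255.104902, had 65 reads over the LP libraries and 3 over the HP libraries and an edgeR adjusted p of 0.0545, so it was not called. The MATE efflux family protein 5-like unigene Cluster-8255.110776, with 50 reads over the LP libraries and 0 over the HP libraries, did not pass the filter on low counts. Other unigenes under these names were lower, Cluster-8255.88741 (log2 fold change -1.36, edgeR adjusted p = 0.00489) and Cluster-8255.124268 (log2 fold change -1.74, edgeR adjusted p = 0.0358), both 5-like, of which the latter lost its call without HP replicate 1, HP replicate 2, HP replicate 3, LP replicate 1 or LP replicate 2 (edgeR adjusted p 0.0659 to 0.112, and 0.00693 to 0.271 over all alternatives). A DTX1-like unigene, Cluster-8255.47682, had 0 reads over the LP libraries and 84 over the HP libraries and did not pass the filter. All 3 ALMT unigenes were lower under LP, Cluster-8255.82925 (log2 fold change -1.72, edgeR adjusted p = 3.11e-04), Cluster-34276.1 (log2 fold change -2.16, edgeR adjusted p = 0.0155) and Cluster-8255.39231 (log2 fold change -2.0, edgeR adjusted p = 0.0231). However, Cluster-34276.1 lost its call without HP replicate 1 or HP replicate 2 (edgeR adjusted p 0.0565 to 0.0602, and 2.25e-04 to 0.105 over all alternatives), and Cluster-8255.39231 lost its call without HP replicate 1, HP replicate 3 or LP replicate 1 (edgeR adjusted p 0.0738 to 0.0872, and 0.00138 to 0.160 over all alternatives).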

**Fig. 7:**
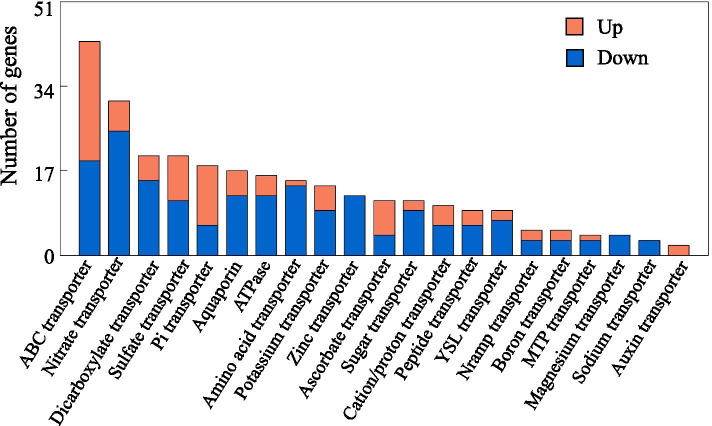
DEGs related to transporters in stylo roots. X- and Y-axis indicate different kinds of transporters and their corresponding number, respectively

**Fig. 8:**
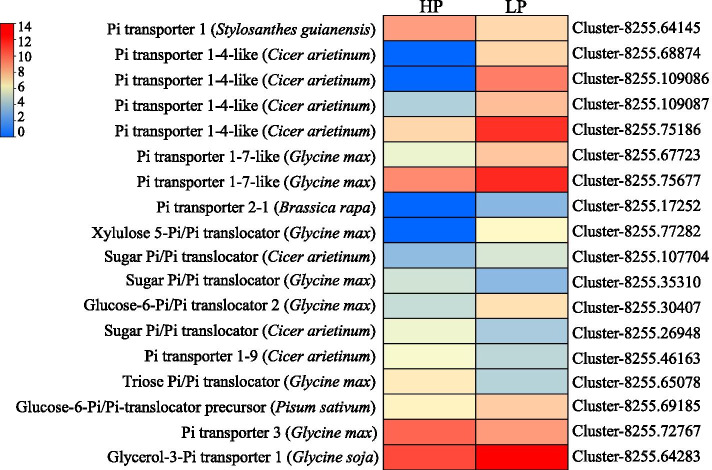
Heatmap visualization of the expression changes of the DEGs related to Pi transporters. The transcripts of DEGs were normalized as log_2_(FPKM+1). Gene IDs are showed by the legend on the right. Expression levels ranging from red to blue indicate high to low expression for genes, respectively. LP and HP represent 0 and 250 μM KH_2_PO_4_ supply treatments, respectively

### DEGs related to phosphatases and root growth responding to P deficiency

A total of 116 DEGs were predicted to encode phosphatases according to GO analysis, including 68 up-regulated genes and 48 down-regulated genes (Additional file 6). Among them, a group of 23 genes were related to putative purple acid phosphatases (PAP) (Fig. 9 and Additional file 6). 

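Of the 116 phosphatase unigenes in Table S5, 110 were tested and 94 called, 54 higher and 40 lower under LP. All 110 had the listed direction. Adjusted over the list alone, 62 and 44 were called. The alternative that moved the count most, the test against a log2 fold change of 1, called 59, DESeq2 called 103, and leaving out each library in turn gave 77 to 88. In 13 listed unigenes no HP library had a read, and in 7 no LP library had one.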

As shown in Fig. 9, 21 *PAP* homologues were up-regulated by P deficiency, and only two *PAPs* were down-regulated in stylo roots. Among them, DEGs, such as *purple acid phosphatase 22-like*, *purple acid phosphatase 2-like* and *purple acid phosphatase 23-like* homologues were induced by Pi starvation, while *purple acid phosphatase 8-like* was suppressed (Fig. 9).

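Of the 23 PAP unigenes shown in Fig. 9, 21 passed the filter on low counts and all 21 were called, 20 higher and 1 lower under LP. Between 18 and 20 were called with each library left out in turn, with 2 lower without HP replicate 1. The lower unigene, Cluster-8255.85731 (log2 fold change -1.70, edgeR adjusted p = 0.00695), is described as a phytase of Glycine max. The other 2 were Cluster-8255.111686, with 41 reads over the LP libraries and 0 over the HP libraries, and Cluster-8255.92531, with 0 reads over the LP libraries and 144 over the HP libraries, all of them in HP replicates 2 and 3. The most abundant PAP unigenes under LP were Cluster-8255.83560, a PAP 8-like unigene with 7487 ± 449.6 (SD, n = 3) under LP and 1583 ± 163 (SD, n = 3) under HP, a log2 fold change of 2.24 (standard error 0.11, edgeR adjusted p = 1.25e-04), and Cluster-8255.46687, a putative inactive PAP 27 unigene with a log2 fold change of 2.43 (standard error 0.09, edgeR adjusted p = 7.71e-05).

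**Figure D2:**
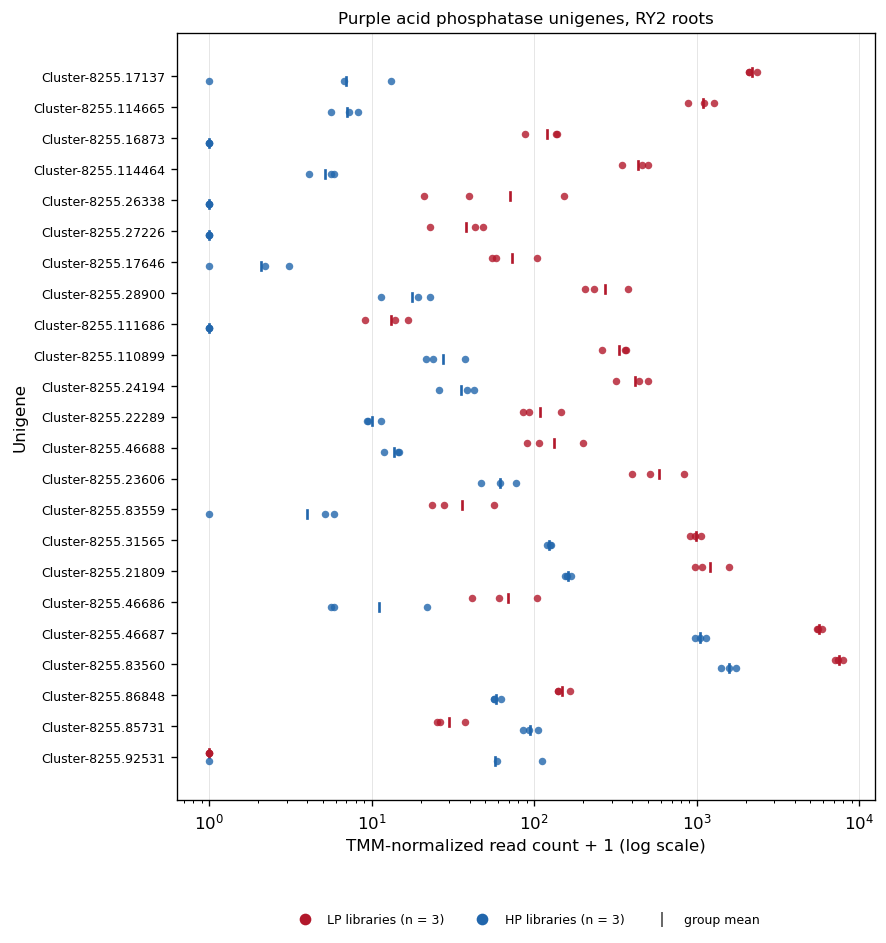
TMM-normalized read counts plus 1 on a log axis for the 23 PAP unigenes, with a point for each LP library (red) and each HP library (blue) and a tick at each group mean. In the 21 called unigenes the LP and HP points do not overlap, and Cluster-8255.85731 and Cluster-8255.92531 alone have higher means under HP.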

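Among PAP 2-like unigenes, Cluster-8255.17137 had a normalized count of 2183 ± 140.2 (SD, n = 3) under LP and 5.95 ± 6.06 (SD, n = 3) under HP, a log2 fold change of 8.55 (standard error 0.48, edgeR adjusted p = 1.85e-04), and Cluster-8255.114665 had 1091 ± 192 (SD, n = 3) under LP and 6.04 ± 1.34 (SD, n = 3) under HP, a log2 fold change of 7.47 (standard error 0.24, edgeR adjusted p = 4.76e-05). The PAP 23-like name covered several unigenes, all higher under LP. Cluster-8255.28900 rose to 271 ± 90.4 under LP from 16.8 ± 5.89 under HP (SD, n = 3 each), a log2 fold change of 4.00 (standard error 0.37, edgeR adjusted p = 0.00101). The most abundant was Cluster-8255.31565 (log2 fold change 3.01, edgeR adjusted p = 7.08e-05). Cluster-8255.110899 and Cluster-8255.24194 had log2 fold changes of 3.63 and 3.59 (edgeR adjusted p = 5.32e-04 and 4.88e-04). Cluster-8255.27226, without HP reads, was at least 32.8-fold higher (edgeR adjusted p = 0.00661). For PAP 22-like unigenes, Cluster-8255.23606 (log2 fold change 3.25, edgeR adjusted p = 0.00148), Cluster-8255.22289 (log2 fold change 3.55, edgeR adjusted p = 0.00114) and Cluster-8255.21809 (log2 fold change 2.92, edgeR adjusted p = 3.75e-04) were higher, while Cluster-8255.111686 was too sparse to be tested. The PAP 8-like name covered unigenes of both directions. Cluster-8255.83560 was higher under LP, as was Cluster-8255.83559 (log2 fold change 3.49, edgeR adjusted p = 0.0391), although the latter lost its call without any 1 of the 6 libraries (edgeR adjusted p 0.0517 to 0.118, and 0.00193 to 0.146 over all alternatives), while the reads of Cluster-8255.92531, which was not tested, all came from HP libraries. A probable inactive PAP 27-like unigene, Cluster-8255.46686 (log2 fold change 2.72, edgeR adjusted p = 0.0364), was higher, but it lost its call without HP replicate 2, HP replicate 3, LP replicate 1 or LP replicate 2 (edgeR adjusted p 0.0771 to 0.121, and 0.00296 to 0.165 over all alternatives). Another PAP 23-like unigene without HP reads, Cluster-8255.26338, was at least 61.1-fold higher under LP (edgeR adjusted p = 0.0214), or at least 25.9-fold without LP replicate 3, but it lost its call without HP replicate 1, HP replicate 2, HP replicate 3 or LP replicate 2 (edgeR adjusted p 0.0504 to 0.0560, and 1.28e-06 to 0.0604 over all alternatives). For Cluster-8255.17137 the log2 fold change was 7.96 without HP replicate 1 and 9.57 without HP replicate 2, and for Cluster-8255.46686 it was 3.84 without HP replicate 1.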

**Fig. 9:**
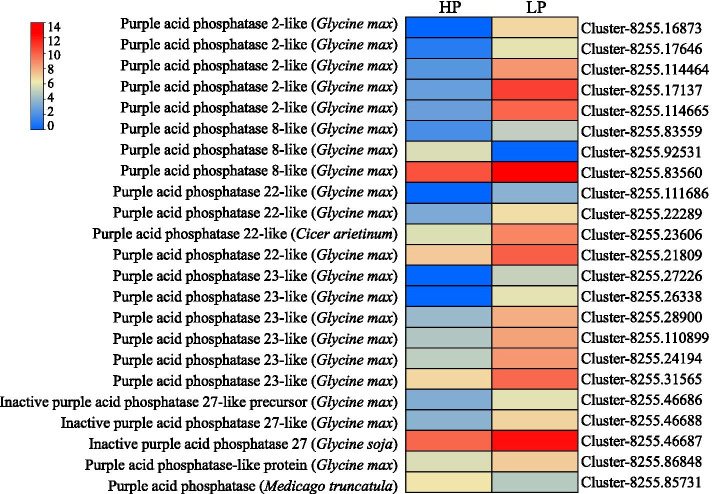
Heatmap analysis of the DEGs associated with purple acid phosphatases. The transcripts of DEGs were normalized as log_2_(FPKM+1). Gene IDs are showed by the legend on the right. Expression levels ranging from red to blue indicate high to low expression for genes, respectively. LP and HP represent 0 and 250 μM KH_2_PO_4_ supply treatments, respectively

In addition, twelve genes related to root growth were also found to be regulated by P deficiency, including five up-regulated and seven down-regulated genes. Among them, one *expansin-A13* and two *expansin-B1-like* genes were up-regulated and down-regulated by P deficiency, respectively (Additional file 7).

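Of the 12 root growth unigenes in Table S6, 10 were tested and 9 called, 4 higher and 5 lower under LP. With p adjusted over the list alone, 10 passed. Leaving out each library in turn gave 6 to 8 calls, and the test against a log2 fold change of 1, the alternative that moved the count most, gave 2. The most abundant was an auxin-induced in root cultures unigene, Cluster-8255.67463, with 5670.2 ± 542 (SD, n = 3) under LP and 2753 ± 52.4 (SD, n = 3) under HP, a log2 fold change of 1.04 (standard error 0.10, edgeR adjusted p = 9.52e-04). Root phototropism protein 3 unigenes changed in both directions, Cluster-8255.90661 (log2 fold change 2.24, edgeR adjusted p = 0.00176) and Cluster-8255.32423 (log2 fold change -2.45, edgeR adjusted p = 0.0127). Aberrant root formation protein 4 was higher in Cluster-8255.40211 (log2 fold change 2.19, edgeR adjusted p = 0.0338), but this unigene lost its call without HP replicate 3, LP replicate 1, LP replicate 2 or LP replicate 3 (edgeR adjusted p 0.0536 to 0.114, and 0.00338 to 0.199 over all alternatives). Under the same description, Cluster-8255.40210 had 0 reads over the LP libraries and 48 over the HP libraries and was not tested. ROOT PRIMORDIUM DEFECTIVE 1 was represented by Cluster-8255.64618 (log2 fold change -3.60, edgeR adjusted p = 0.10), which was not called and had all its LP reads in LP replicate 3, and by Cluster-8255.95208, with 156 reads over the LP libraries and 0 over the HP libraries, LP replicate 2 being at 0, which was not tested. For Cluster-8255.32423 the log2 fold change was -3.05 without LP replicate 3, and for Cluster-8255.40211 it was 2.78 without HP replicate 1.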

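The expansin-A13 unigene, Cluster-8255.59013, had a normalized count of 149.7 ± 39.1 (SD, n = 3) under LP and 73.4 ± 8.68 (SD, n = 3) under HP, a log2 fold change of 1.03 (standard error 0.25, edgeR adjusted p = 0.0288). Its change was close to the fold threshold, and it lost its call without HP replicate 1, HP replicate 2, HP replicate 3, LP replicate 1 or LP replicate 2 (log2 fold change 0.83 to 1.16, edgeR adjusted p 0.0666 to 0.110, and 0.00754 to 1.000 over all alternatives). The expansin-B1-like unigenes were lower under LP. Cluster-38374.0 had 3.61 ± 1.84 (SD, n = 3) under LP and 28.9 ± 2.41 (SD, n = 3) under HP, a log2 fold change of -2.96 (standard error 0.55, edgeR adjusted p = 0.0117), and it lost its call without HP replicate 1 (edgeR adjusted p = 0.0558, and 3.53e-04 to 0.0558 over all alternatives). Cluster-8255.89924 had 188 ± 33.5 (SD, n = 3) under LP and 383 ± 58.7 (SD, n = 3) under HP, a log2 fold change of -1.03 (standard error 0.18, edgeR adjusted p = 0.00995), and it lost its call without HP replicate 1, LP replicate 1 or LP replicate 3 (log2 fold change -0.86 to -0.99, edgeR adjusted p 0.0245 to 0.0525, and 6.85e-05 to 0.987 over all alternatives).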

### Potential transcription factors and regulators involved in Pi signaling

A total of 282 DEGs were annotated as transcription factors (TFs) (Fig. 10 and Additional file 8). Among them, genes encoding zinc finger (ZF) TFs were the largest group, containing 29 up-regulated and 40 down-regulated genes. 

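Of the 282 transcription factor unigenes in Table S7, 269 were tested and 239 called, 105 higher and 134 lower under LP, and every tested unigene had the listed direction. Adjusted over the list alone, 257 were called. DESeq2 called 250. The test against a log2 fold change of 1 moved the count most, to 92. With each library left out in turn, 170 to 222 were called, and 140 were called in all 6 of these fits. Among called unigenes with more than 3 reads in both treatments, log2 fold changes were 1.00 to 5.01 for higher and -1.02 to -5.98 for lower unigenes.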

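Among the ZF unigenes, 64 of 69 were tested and 54 called, 22 higher and 32 lower under LP. These were 24 and 35 when adjusted over the list alone. The count was sensitive to the libraries used, with 32 called without HP replicate 1 (12 higher, 20 lower), 40 without LP replicate 1 (13 higher, 27 lower) and 53 without LP replicate 3. More ZF unigenes were called lower than higher in each of the 6 fits without 1 library and under each alternative scaling.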

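Across the other families of Table S7, 18 of 24 called NAM unigenes, 15 of 18 WRKY and 8 of 12 Homeobox unigenes were lower under LP. Higher calls made up 15 of 24 for AP2, 12 of 21 for HSF and 15 of 28 for bHLH. For bHLH this majority is one of calls only, since Table S7 lists 15 higher and 17 lower, and the 4 that did not pass the filter on low counts had no LP reads. These majorities of calls held under each alternative scaling (size factors of the DESeq2 kind, upper-quartile factors and library sizes alone) and without any 1 library, except that AP2 had 8 in each direction without HP replicate 1 and bHLH had 12 in each without LP replicate 1. Without LP replicate 1, 9 AP2 unigenes were called higher. The SCARECROW unigenes that were tested were all called lower. They are named here after their values were seen, and were Cluster-8255.58067 (log2 fold change -5.12, edgeR adjusted p = 7.71e-05), Cluster-8255.61973 (log2 fold change -1.72, edgeR adjusted p = 0.00609), Cluster-8255.56160 (log2 fold change -1.51, edgeR adjusted p = 0.00222), Cluster-8255.63091 (log2 fold change -1.57, edgeR adjusted p = 0.0116) and Cluster-8255.66844 (log2 fold change -1.88, edgeR adjusted p = 0.0268). Of these, Cluster-8255.63091 lost its call without HP replicate 3 (edgeR adjusted p = 0.0523, and 1.07e-04 to 0.169 over all alternatives), and Cluster-8255.66844 lost its call without HP replicate 1, HP replicate 2, LP replicate 1 or LP replicate 2 (edgeR adjusted p 0.0769 to 0.0888, and 0.00308 to 0.195 over all alternatives). Cluster-8255.72518, the SCARECROW unigene not tested, had 0 reads over the LP libraries and 42 over the HP libraries. Differences between families in these shares were not tested.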

The other TFs included genes encoding MYB (41), bHLH (32), NAM (27), AP2 (26), HSF (25), WRKY (19), Homeobox (17), SCARECROW (6), bZIP (6), ARF (5), K-box (5) and TCP (4) families (Fig. 10). 

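In 6 ZF unigenes no HP library had a read, while the LP libraries together had 39 to 212 reads. In 4 others no LP library had a read, while the HP libraries together had 32 to 84. Those of them that were called are named here after their values were seen. Cluster-8255.110200 (a CCCH domain-containing protein), Cluster-8255.35578 (JACKDAW) and Cluster-8255.75765 (a RING zinc finger protein) were at least 34.9-fold, 23.3-fold and 11.9-fold higher under LP (edgeR adjusted p = 0.00439, 0.00776 and 0.0155). Cluster-8255.126182 (MYM-type protein 1-like) and Cluster-8255.32810 (ranBP2-type) were at least 18.5-fold and 13.4-fold lower (edgeR adjusted p = 0.0121 and 0.0148). Cluster-8255.75765 was tested in 4 of the 6 fits without 1 library and called in those. However, Cluster-8255.126182 lost its call without HP replicate 1, HP replicate 2 or HP replicate 3 (edgeR adjusted p 0.0508 to 0.0662, and 2.84e-04 to 0.108 over all alternatives), and Cluster-8255.32810 lost its call without HP replicate 1, HP replicate 2 or HP replicate 3 (edgeR adjusted p 0.0585 to 0.0791, and 0.00172 to 0.135 over all alternatives). A count of 0 over 3 libraries sets an upper limit of 3 reads over the group, so expression below that was not detectable at this depth.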

Among the ZF TFs, six genes were induced and four genes were absolutely suppressed by P deficiency (Additional file 8). Furthermore, four ZF genes including *zinc finger protein NUTCRACKER-like, zinc finger BED domain-containing protein RICESLEEPER 2-like, zinc finger CCCH domain protein* and *DHHC-type zinc finger protein* were up-regulated by more than 6-fold under P deficiency, whereas *zinc finger protein JACKDAW-like* was suppressed by more than 6-fold under P deficiency (Additional file 8). 

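The NUTCRACKER-like unigene, Cluster-8255.102716, had 93 reads over the LP libraries and 2 over the HP libraries and was 36.9-fold higher under LP by the ratio of normalized reads (95% exact counting interval 9.93 to 309, edgeR adjusted p = 0.0177), but it lost its call without HP replicate 1, HP replicate 2, LP replicate 1 or LP replicate 2 (edgeR adjusted p 0.0530 to 0.0676, and 7.35e-04 to 0.0837 over all alternatives). The RICESLEEPER 2-like unigene, Cluster-8255.34907, had 36.4 ± 11.4 (SD, n = 3) under LP and 1.59 ± 1.86 (SD, n = 3) under HP, a log2 fold change of 4.45 (standard error 0.89, edgeR adjusted p = 0.0148), and it lost its call without HP replicate 3 (edgeR adjusted p = 0.0672, and 7.86e-05 to 0.0672 over all alternatives). The zinc finger CCCH domain protein, Cluster-8255.57015 (log2 fold change 3.25, edgeR adjusted p = 0.125), and the DHHC-type zinc finger protein, Cluster-8255.17062 (log2 fold change 3.06, edgeR adjusted p = 0.162), had higher means under LP but were not called. All HP reads of the first were in HP replicate 2 and all those of the second in HP replicate 3, so the sizes of these changes rest on single libraries. The 3 LP libraries of Cluster-8255.17062 had normalized counts of 97.6, 65.9 and 39.4 and the HP libraries 0, 0 and 24.2. Another CCCH domain unigene, Cluster-8255.100561 (log2 fold change -1.98, edgeR adjusted p = 0.231), was not called either. Of the JACKDAW-like unigenes, Cluster-8255.20845 (log2 fold change -4.34, edgeR adjusted p = 0.0142) was lower under LP, but it lost its call without HP replicate 1 (edgeR adjusted p = 0.0666, and 4.14e-05 to 0.0699 over all alternatives). Cluster-8255.67447 (log2 fold change -2.69, edgeR adjusted p = 5.54e-04) and Cluster-8255.68369 (log2 fold change -2.30, edgeR adjusted p = 5.93e-04) were also lower, whereas Cluster-8255.84068 (log2 fold change 1.15, edgeR adjusted p = 0.0187) was higher, although it lost its call without HP replicate 1, HP replicate 2, LP replicate 1 or LP replicate 3 (edgeR adjusted p 0.0503 to 0.0704, and 7.42e-04 to 0.693 over all alternatives). For Cluster-8255.20845 the log2 fold change was -4.99 without LP replicate 2, and for Cluster-8255.34907 it was 5.76 without HP replicate 2, and for Cluster-8255.100561 it was -2.86 without LP replicate 1 and -1.39 without LP replicate 2.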

There were 41 genes belonging to MYB TFs, including 22 up-regulated and 19 down-regulated genes. Among these MYB TFs, two *PHR1-like* homologues were down-regulated by P deficiency (Additional file 8). 

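All 41 MYB unigenes were tested, and 18 were called higher and 16 lower under LP. There were 20 and 17 when adjusted over the list alone. The excess of higher unigenes flipped with the scaling, to 16 higher and 17 lower with library sizes alone, and without LP replicate 3 there were 13 and 18, without LP replicate 1 11 and 12, and without HP replicate 1 17 and 10. Leaving out each library in turn gave 23 to 31 calls in all, and 19 unigenes were called in each of the 6 fits.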

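The PHR1-LIKE 1-like unigene Cluster-8255.53008 had a normalized count of 88.8 ± 3.78 (SD, n = 3) under LP and 326 ± 35.1 (SD, n = 3) under HP, a log2 fold change of -1.87 (standard error 0.15, edgeR adjusted p = 5.54e-04). For Cluster-8255.79060 the counts were 141 ± 25.4 (SD, n = 3) under LP and 422 ± 23.0 (SD, n = 3) under HP, a log2 fold change of -1.58 (standard error 0.16, edgeR adjusted p = 0.00129). Both were called in every fit without 1 library.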

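The 63 hormone-related unigenes of Table S8 were all tested, and 60 were called, 31 higher and 29 lower under LP. Under ethylene, 31 of 33 were called (15 higher, 16 lower). Lower ethylene calls led in each fit without 1 library, with 7 higher and 14 lower without HP replicate 1 and 8 and 13 without LP replicate 1. Under auxin, 21 of 22 were called (11 higher, 10 lower). All 5 abscisic acid unigenes and all 3 brassinosteroid unigenes were called, but only 1 brassinosteroid unigene without HP replicate 1, HP replicate 2, HP replicate 3 or LP replicate 1. Over the whole list neither direction held a stable majority, since without HP replicate 1 20 were higher and 24 lower. In all, 61 passed when adjusted over the list alone. The test against a log2 fold change of 1 moved the count most, to 18, and leaving out each library in turn gave 44 to 55. Of these unigenes, 30 were also listed in Table S7.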

Interestingly, a total of 63 TFs were predicted to be involved in plant hormone signal transduction, including genes associated with ethylene, auxin, abscisic acid and brassinosteroid signaling pathway (Additional file 9). In addition, genes encoding protein containing SPX domain were also found to be regulated by P deficiency. Among them, 9 out of 13 *SPX* homologues were up-regulated by more than 8-fold under P deficiency, and the remaining four *SPXs* were down-regulated in stylo roots (Additional file 10).

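The 13 SPX unigenes were identified by reading the labels printed in Fig. S2. All were tested and called, 9 higher and 4 lower under LP, and all 9 of the higher ones exceeded an 8-fold change. With each library left out in turn, 12 or 13 were past the thresholds, with 8 or 9 of them above 8-fold. Under LP, Cluster-8255.18191 was the most abundant, with a normalized count of 6483 ± 778 (SD, n = 3) under LP and 121 ± 9.77 (SD, n = 3) under HP, a log2 fold change of 5.74 (standard error 0.14, edgeR adjusted p = 4.62e-05). Cluster-8255.114442 had 3493 ± 560.3 (SD, n = 3) under LP and 3.23 ± 5.59 (SD, n = 3) under HP, a log2 fold change of 10.11 (standard error 0.59, edgeR adjusted p = 2.18e-04), and Cluster-8255.17821 had 1021 ± 150.5 (SD, n = 3) under LP and 3.23 ± 5.59 (SD, n = 3) under HP, a log2 fold change of 8.34 (standard error 0.64, edgeR adjusted p = 5.44e-04). In both, all 8 HP reads were in HP replicate 2, so the size of the change rests on that library. Cluster-8255.76615 was also uneven between the HP libraries, with 2277 ± 581 (SD, n = 3) under LP and 42.1 ± 45.8 (SD, n = 3) under HP, a log2 fold change of 5.77 (standard error 0.83, edgeR adjusted p = 0.00468). Cluster-8255.17953, Cluster-8255.18192 and Cluster-8255.58682 had log2 fold changes of 7.95, 5.64 and 4.44 (edgeR adjusted p = 7.45e-05, 1.64e-04 and 6.62e-04). Cluster-8255.114752 had 126 reads over the LP libraries and 0 over the HP libraries and was at least 33.3-fold higher under LP (edgeR adjusted p = 0.00548). Cluster-8255.45695, with 95 reads over the LP libraries and 3 over the HP libraries, was 25.1-fold higher under LP by the ratio of normalized reads (95% exact counting interval 8.34 to 124, edgeR adjusted p = 0.0261), but it lost its call without HP replicate 1, HP replicate 2, LP replicate 1, LP replicate 2 or LP replicate 3 (edgeR adjusted p 0.0660 to 0.0827, and 6.41e-04 to 0.0871 over all alternatives). The lower unigenes were Cluster-8255.68461 (log2 fold change -4.58, edgeR adjusted p = 5.47e-04), Cluster-8255.87449 (log2 fold change -3.82, edgeR adjusted p = 0.00484), Cluster-8255.63508 (log2 fold change -2.87, edgeR adjusted p = 2.54e-04) and Cluster-8255.73221 (log2 fold change -1.56, edgeR adjusted p = 0.00158). For Cluster-8255.76615 the log2 fold change was 6.94 without HP replicate 2 and 5.18 without HP replicate 3, and for Cluster-8255.17953 it was 8.56 without HP replicate 2, and for Cluster-8255.87449 it was -4.56 without LP replicate 3. The plot of SPX counts by treatment shows each library.

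**Figure D3:**
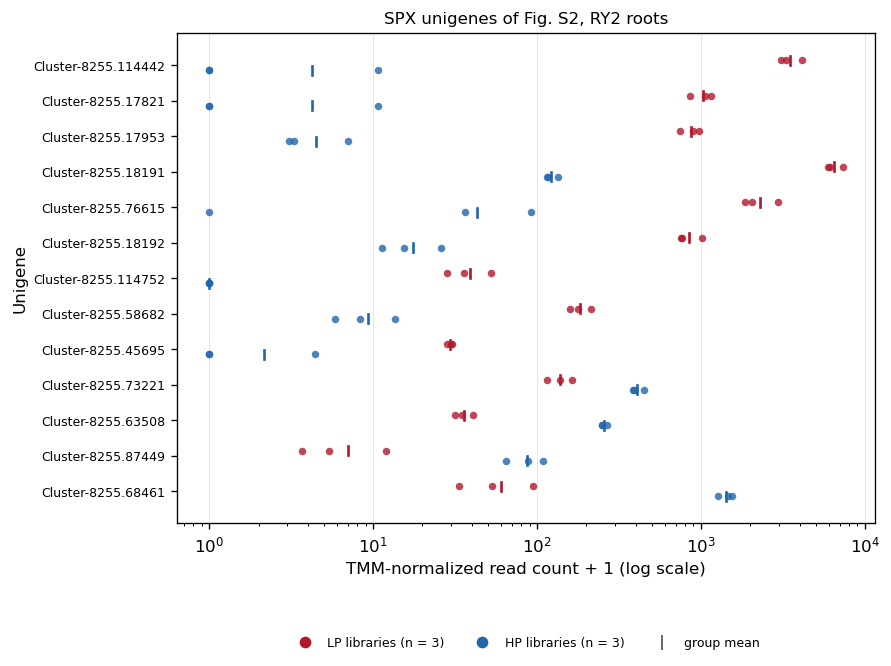
TMM-normalized read counts plus 1 on a log axis for the 13 SPX unigenes of Fig. S2, with a point for each LP library (red) and each HP library (blue) and a tick at each group mean. In the 9 higher unigenes every LP point lies above every HP point, and in the 4 lower ones every LP point lies below.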

**Fig. 10:**
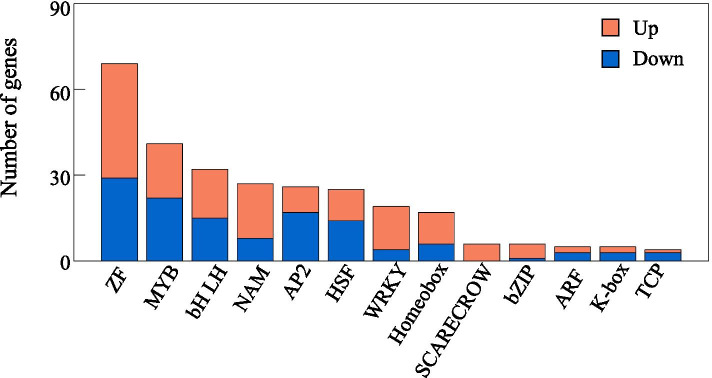
DEGs related to transcription factors. X- and Y-axis indicate different kinds of TF and their corresponding number, respectively

Subsequently, the interaction networks were further constructed to explore the candidate TFs potentially involved in the regulation of genes related to transporters, phosphatase and root growth in stylo during P deficiency. Results showed that the interaction networks contained 147 edges with 58 nodes (Fig. 11). Among them, one gene encoding ATPase subunit 1 (Cluster-8255.74336) was regulated by seven TFs, including five homologues of *heat shock protein* (Cluster-8255.65169, Cluster-8255.66995, Cluster-8255.56180, Cluster-8255.106909 and Cluster-8255.92909) and two *probable mediator of RNA polymerase II transcription subunit 37c-like* (Cluster-8255.69596 and Cluster-8255.66276) (Fig. 11). 

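The edges of the network were not derived here. The ATPase subunit 1 unigene, Cluster-8255.74336, was lower under LP, with 78.2 ± 12.4 (SD, n = 3) under LP and 332 ± 84.5 (SD, n = 3) under HP, a log2 fold change of -2.08 (standard error 0.23, edgeR adjusted p = 0.00189). Of the heat shock protein homologues, Cluster-8255.92909 was higher, with 125 ± 14.1 (SD, n = 3) under LP and 18.0 ± 12.2 (SD, n = 3) under HP, a log2 fold change of 2.78 (standard error 0.52, edgeR adjusted p = 0.0120). The others were lower. They were Cluster-8255.66995 (log2 fold change -2.41, edgeR adjusted p = 0.0118), Cluster-8255.56180 (log2 fold change -1.07, edgeR adjusted p = 0.0170), Cluster-8255.65169 (log2 fold change -1.08, edgeR adjusted p = 0.0199) and Cluster-8255.106909, which had 0 reads over the LP libraries and 66 over the HP libraries and was at least 27.7-fold lower under LP (edgeR adjusted p = 0.00775). However, Cluster-8255.56180 lost its call without HP replicate 1, HP replicate 3, LP replicate 1 or LP replicate 3 (log2 fold change -0.88 to -1.06, edgeR adjusted p 0.0224 to 0.0824, and 6.73e-05 to 0.867 over all alternatives), and Cluster-8255.65169 lost its call without HP replicate 1, HP replicate 2, HP replicate 3, LP replicate 1 or LP replicate 2 (log2 fold change -0.91 to -1.13, edgeR adjusted p 0.0521 to 0.0766, and 0.00107 to 0.856 over all alternatives). The mediator subunit 37c-like unigenes differed in direction. Cluster-8255.69596 had 354 reads over the LP libraries and 0 over the HP libraries and was at least 93.6-fold higher under LP (edgeR adjusted p = 0.00179), while Cluster-8255.66276 (log2 fold change -4.30, edgeR adjusted p = 0.0505) was lower under LP and not called. All LP reads of the latter were in LP replicate 1, on which the size of its change rests. For Cluster-8255.92909 the log2 fold change was 3.42 without HP replicate 1.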

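The WRKY unigene Cluster-8255.60706 and the high-affinity nitrate transporter 3.1-like unigene Cluster-8255.67810 were both lower under LP. The first had a normalized count of 203 ± 53.7 (SD, n = 3) under LP and 456 ± 30.8 (SD, n = 3) under HP, a log2 fold change of -1.16 (standard error 0.20, edgeR adjusted p = 0.00842). The nitrate transporter had 4.83 ± 3.76 (SD, n = 3) under LP and 88.2 ± 19.5 (SD, n = 3) under HP, a log2 fold change of -4.16 (standard error 0.55, edgeR adjusted p = 0.00345). Both were called in every fit without 1 library. For Cluster-8255.67810 the log2 fold change was -4.98 without LP replicate 3.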

One *high-affinity nitrate transporter 3.1-like* (Cluster-8255.67810) was found to be regulated by one TF belonging to WRKY family (Cluster-8255.60706). 

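Chaperone protein dnaJ, Cluster-8255.88810, had 1219 reads over the LP libraries and 0 over the HP libraries and was at least 322-fold higher under LP (edgeR adjusted p = 2.61e-04). The ROOT HAIR DEFECTIVE 3 homologs were lower under LP. Cluster-8255.68495 (homolog 1-like) had 842 ± 57.8 (SD, n = 3) under LP and 2112 ± 189 (SD, n = 3) under HP, a log2 fold change of -1.33 (standard error 0.10, edgeR adjusted p = 5.52e-04), and Cluster-8255.28286 (homolog 2-like) had 15.6 ± 5.40 (SD, n = 3) under LP and 78.4 ± 24.8 (SD, n = 3) under HP, a log2 fold change of -2.32 (standard error 0.41, edgeR adjusted p = 0.00946). None of these calls was lost without 1 library.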

Interestingly, two root growth related genes, *protein ROOT HAIR DEFECTIVE 3 homolog 1-like* (Cluster-8255.68495) and *protein ROOT HAIR DEFECTIVE 3 homolog 2-like* (Cluster-8255.28286), were both regulated by *chaperone protein dnaJ* (Cluster-8255.88810). Furthermore, *heat shock 70 kDa protein 16-like isoform X1* (Cluster-8255.92909) and *heat shock protein 83 isoform X2* (Cluster-8255.66995), belonging to HSF family, were found to target to 21 and 20 genes in the interaction networks, respectively (Fig. 11). These results suggest the complex nature of regulatory networks of stylo in response to P deficiency.

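Of the 13 network unigenes that the text names by their identifiers, 12 were called, 3 higher and 9 lower under LP. Leaving out each library in turn gave 10 or 11 calls, and the test against a log2 fold change of 1 gave 6. In the interaction networks, unigenes that the paper lists as transcription factors, heat shock protein homologues among them, connect to transporter, phosphatase and root growth genes. From these networks the paper proposes that the regulatory network of stylo under P deficiency is complex.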

**Fig. 11:**
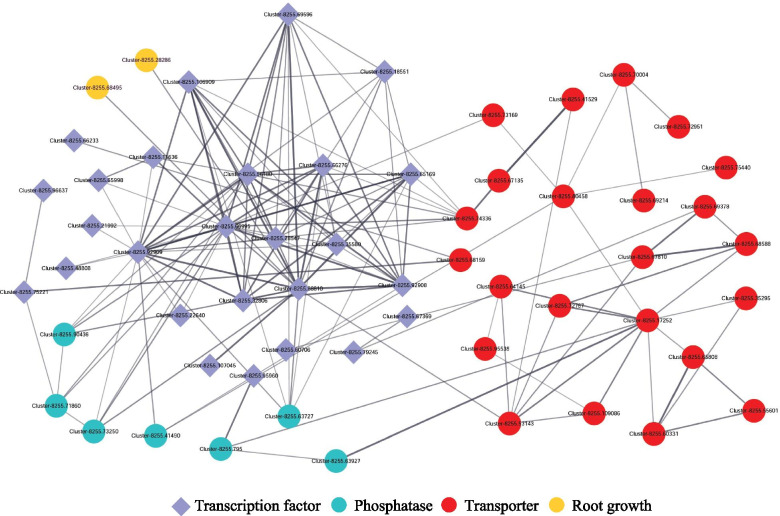
Interaction networks of genes associated with transporters, phosphatase, root growth and transcription factor. Gene information is available in Additional file 3: Table S3. Cytoscape (version 3.8.0) was used to analyze the interaction networks

### Analysis of RNA-seq data using quantitative real-time PCR (qRT-PCR)

A total of 13 DEGs from the RNA-seq data, including 9 up-regulated and 4 down-regulated genes, were selected for qRT-PCR analysis in RY2 roots at two P levels. 

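In the RNA-seq data all 13 of these unigenes were called, 9 higher and 4 lower under LP. Leaving out each library in turn gave 8 to 10 calls, with 8 without HP replicate 3, and an adjusted p threshold of 0.01 left 8. Several of the unigenes had few reads in the lower treatment. The class II chitinase, Cluster-8255.117529, had 65.4 ± 23.5 (SD, n = 3) under LP and 2.25 ± 1.97 (SD, n = 3) under HP, a log2 fold change of 4.78 (standard error 0.78, edgeR adjusted p = 0.00740), and the flavonol synthase, Cluster-8255.12886, had 105 ± 23.6 (SD, n = 3) under LP and 8.07 ± 3.59 (SD, n = 3) under HP, a log2 fold change of 3.70 (standard error 0.40, edgeR adjusted p = 0.00173). Starch synthase IIa-2, Cluster-8255.96281, had 340.3 ± 7.19 (SD, n = 3) under LP and 15.3 ± 26.5 (SD, n = 3) under HP, a log2 fold change of 4.41 (standard error 1.13, edgeR adjusted p = 0.0359), but all its HP reads were in HP replicate 1, on which the size of the change rests, and it lost its call without HP replicate 2, HP replicate 3, LP replicate 1, LP replicate 2 or LP replicate 3 (edgeR adjusted p 0.0688 to 0.0962, and 5.27e-04 to 0.150 over all alternatives). Amino acid permease 6, Cluster-8255.104694, with 99 reads over the LP libraries and 2 over the HP libraries, was 39.3-fold higher under LP by the ratio of normalized reads (95% exact counting interval 10.6 to 329, edgeR adjusted p = 0.0150), but it lost its call without HP replicate 1, HP replicate 3 or LP replicate 1 (edgeR adjusted p 0.0503 to 0.0614, and 2.89e-04 to 0.0690 over all alternatives). Of the lower unigenes, pathogenesis-related protein 1, Cluster-8255.104884, with 3 reads over the LP libraries and 182 over the HP libraries, was 76.5-fold lower under LP by the ratio of normalized reads (95% exact counting interval 25.8 to 374, edgeR adjusted p = 0.00316). The cationic amino acid transporter, Cluster-8255.43283, with 2 reads over the LP libraries and 96 over the HP libraries, was 60.5-fold lower under LP by the ratio of normalized reads (95% exact counting interval 16.3 to 507, edgeR adjusted p = 0.00468). Glutamine synthetase GS56, Cluster-8255.68824, had 2 reads over the LP libraries and 75 over the HP libraries and was 47.3-fold lower under LP by the ratio of normalized reads (95% exact counting interval 12.6 to 397, edgeR adjusted p = 0.0143), but it lost its call without HP replicate 1 or HP replicate 3 (edgeR adjusted p 0.0614 to 0.0638, and 2.68e-04 to 0.0739 over all alternatives). The 60S ribosomal protein L6-like unigene, Cluster-28250.0, had 2 reads over the LP libraries and 52 over the HP libraries and was 32.8-fold lower under LP by the ratio of normalized reads (95% exact counting interval 8.63 to 278, edgeR adjusted p = 0.0249), but it lost its call without HP replicate 1, HP replicate 2, HP replicate 3, LP replicate 2 or LP replicate 3 (edgeR adjusted p 0.0624 to 0.0914, and 0.00287 to 0.101 over all alternatives).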

Results showed that the trends of transcripts of the tested genes based on qRT-PCR matched well with its corresponding expression presented in the RNA-seq data, as reflected by a significant correlation (R^2^=0.811, *P*<0.01) (Additional file 11).

## Discussion

P deficiency influences numerous biological processes in crop plants, such as rice, soybean and wheat, markedly reducing crop yield [40–42]. In this study, differences in low-P tolerance were observed between the two stylo cultivars, and RY2 is identified as a low-P tolerant cultivar. Stylo RY2 exhibited lower rates of decrease in growth parameters than RY5 under low-P stress, especially for shoot and root dry weight (Figs. 1 and 2). Furthermore, P acquisition efficiency of RY2 was higher than that of RY5 under the same P treatment (Fig. 3). It has been well demonstrated that changes in root system architecture increase P acquisition by plants from the soil, and these root traits include larger values of root biomass, root/shoot ratio and root surface area in the topsoil [11–13]. For example, increases in root/shoot biomass ratio are observed in maize and wheat, while higher specific root length is found in rapeseed under low P supply, which are considered adaptive strategies beneficial for improving P acquisition [13]. Similarly, root growth parameters including total root length, lateral root length and root surface area, were higher in RY2 than those in RY5 under low-P stress (Fig. 4). Thus, the stylo cultivar RY2 is more tolerant to P deficiency probably through regulation of its root growth.

To elucidate the molecular mechanisms underlying the adaptation of stylo to P deficiency, overall transcriptome changes in roots of cultivar RY2 in response to P deficiency were investigated using RNA-seq analysis. Many of the identified DEGs were found to encode putative transporters, phosphatases and transcription factors that are associated with root growth, Pi acquisition and Pi homeostasis as well as Pi signaling. Among them, a group of DEGs were categorized as transporters, such as nitrate transporter, Pi transporter and dicarboxylate transporter (Additional file 5). Many genes encoding nitrate transporters were regulated by P deficiency, including six low P-enhanced *nitrate transporter* genes (Additional file 5). Regulation of genes encoding nitrate transporters by P deficiency has also been observed in Arabidopsis [43], rice [44] and soybean [45]. In addition to function in enhancing nitrogen (N) use efficiency, overexpression of the *high-affinity nitrate transporter*, *OsNRT2.3b*, can increase P uptake and accumulation in rice through regulation of root growth and expression of PSI genes (e.g., *OsPT2*, *OsPT8* and *OsPHR2*) [46]. Interestingly, four putative *PT* homologues encoding inorganic phosphate transporter 1-4-like, two *PT* genes encoding inorganic phosphate transporter 1-7-like and one member belonging to inorganic phosphate transporter 2-1 were up-regulated by P deficiency in this study (Fig. 8). Numerous *PT* homologues are found to be enhanced by P deficiency in soybean [23], rice [47] and Medicago (*Medicago truncatula*) [48]. For example, in Arabidopsis, the transcripts of two *Pi transporters* (*Pht1;1* and *Pht1;4*) are significantly increased in low P-treated roots, which are involved in Pi uptake [49, 50]. In rice, *OsPT2* is up-regulated in both shoots and roots by low-P stress, and is found to be involved in Pi acquisition and the long-distance translocation of Pi from roots to shoots [51]. Therefore, these results suggest that the low P up-regulated nitrate transporter and Pi transporter can regulate Pi transport and Pi homeostasis in stylo as part of the underlying molecular mechanism of adaptation to P deficiency, which deserves further investigation.

As a large amount of soil P is poorly available for plants, one of the important strategies for increasing P mobilization and uptake is to stimulate the release of Pi from sparingly soluble P through secreted organic acids from root to rhizosphere [52]. Transporters responsible for organic acid transport, such as ALMT and MATE, have been well demonstrated to be participating in malate and citrate transport, respectively [52, 53]. Divergent expression patterns of *ALMTs* or *MATEs* are found in plants response to abiotic stresses, such as salt and proton stresses, P deficiency and Al toxicity [53–55]. In this study, the up-regulation of *MATE* homologues probably results in increasing citrate exudation from stylo roots in response to P deficiency, which can be supported by the observation of citrate secreted from RY2 roots under P deficient condition [56]. As genes encoding putative malate transporter proteins were suppressed by P deficiency (Additional file 5), the *MATE* genes mediated citrate exudation are possibly involved in P mobilization in stylo, and their functions merit further characterization.

Enhancing transcription and activity of phosphatases is generally considered to be helpful for plants increasing Pi availability by hydrolyzed organic P to release Pi [37, 38]. A set of genes encoding phosphatases were found to be differentially expressed under two P levels in this study (Additional file 6). Interestingly, 21 out of 23 *PAP* homologues, such as *purple acid phosphatase 2-like*, *purple acid phosphatase 8-like*, *purple acid phosphatase 22-like*, *purple acid phosphatase 23-like* and *purple acid phosphatase 27-like*, were up-regulated by Pi starvation in stylo roots; this was consistent with the increasing APase activity in stylo roots under P deficient treatment (Figs. 5 and 9). Similarly, 10 out of 26 *PAP* members in rice, 11 out of 29 *PAPs* in Arabidopsis, 23 out of 35 *PAPs* in soybean and 12 out of 25 *PAPs* in chickpea are known to be up-regulated by P deficiency, potentially participating in organic P utilization [15, 57–59]. Therefore, it is reasonable to assume that the Pi starvation-enhanced *PAP* homologues are possibly involved in organic P utilization by stylo to cope with P deficiency.

Optimizing root growth parameters, such as total root length, lateral root branching and root hair density, is particularly important for plants to increase Pi acquisition. A variety of genes have been reported to be responsible for root growth, including *expansin* genes. For example, *GmEXPB2*, an *expansin* gene in soybean, is mainly expressed in roots and is induced by P deficiency; functional analysis demonstrates that *GmEXPB2* is involved in root cell division and root hair elongation, thereby contributing to plant growth and P uptake [30]. In this study, three *expansin* homologues were found to be differentially regulated by P deficiency (Additional file 7). A similar result has been recently reported [60] in which seven *expansin* genes are found to be regulated by P deficiency in stylo, including six up-regulated and one down-regulated genes and these genes are suggested to be involved in stylo root growth under Pi deprivation. Therefore, these results suggest that some of the stylo *expansin* genes may be participating in modifying root growth adaptation to P deficiency, but their exact involvement needs to be further studied.

The adaptive strategies employed by plants to maintain cellular Pi homeostasis are generally regulated by signaling network involving transcription factors and other potential regulators [18]. Several TFs have been demonstrated as key participants in Pi signaling pathways, such as members belonging to MYB, WRKY, bHLH and ARF families, which were also identified in this study (Fig. 10 and Additional file 8). For example, PHR1 belonging to the MYB family, is the most well-characterized TF and also a central integrator in transcriptional regulation of Pi starvation responses (PSR). A variety of PHR1 homologues with similar functions in regulating Pi homeostasis have been identified in many plants, such as AtPHR1, PHR1-like1 (PHL1) and PHL2 in Arabidopsis, OsPHR1/2/3/4 in rice, GmPHR25 in soybean and PvPHR1 in common bean, and most of these *PHR1* homologues are up-regulated by P deficiency [8, 61–64]. In this study, a total of 41 DEGs were identified as TFs belonging to MYB family. Among them, two *PHR1-like* homologues were found to be down-regulated by P deficiency (Additional file 8), suggesting that there are other regulatory mechanisms mediated by *PHR1* in the adaptation of stylo to P deficiency in soil, which are probably different from those well-known PHR1 members identified in other plants. In addition, a set of TFs belonging to WRKY family were found to be regulated by P deficiency in stylo roots (Additional file 8). WRKY is an important TF involved in Pi signaling pathways. It has been reported that WRKY6 and WRKY75 in Arabidopsis are involved in regulating PSI genes, such as genes encoding phosphatases and high-affinity Pi transporters, controlling Pi homeostasis and root growth in response to P deficiency [65, 66]. Interestingly, in this study, one *high-affinity nitrate transporter 3.1-like* (Cluster-8255.67810) was found to be regulated by one WRKY member (Cluster-8255.60706) (Fig. 11), suggesting a possible dual role for these genes in regulation of Pi as well as N homeostasis.

In this study, 13 DEGs related to the putative SPX domain-containing proteins involved in Pi signaling pathways were found to be regulated by P deficiency (Additional file 10). Similar results are also found in soybean where *GmSPXs* exhibited differential regulation by P deficiency in soybean root [67]. SPX domain-containing proteins have been well characterized to be the important components in Pi signaling pathway in Arabidopsis, rice and soybean [67–69]. For example, *OsSPX4* acts as a negative regulator of *OsPHR2*. *OsSPX4* could interact with *OsPHR2* through inhibition of the binding of *OsPHR2* to its target genes under Pi sufficient condition, whereas OsSPX4 can be degraded through the 26S proteasome pathway under Pi deficiency [70]. Therefore, the identified various TFs and regulators from this study suggest a complex response mechanism of stylo to P deficiency, which in turn contributes to maintain cellular Pi homeostasis.

## Conclusion

This study revealed that P deficiency resulted in reduction of stylo growth, and stylo cultivar RY2 exhibited higher low-P tolerance than RY5. Numerous DEGs were identified through transcriptomic analysis of RY2 roots under P deficiency. Furthermore, DEGs encoding putative transporters, phosphatases and transcription factors suggested the underlying mechanisms of adaptation of stylo to P deficiency. The low-P tolerance of RY2 is probably manifested through regulation of root growth, Pi acquisition and cellular Pi homeostasis as well as Pi signaling pathway. The identified genes can be potentially used to design a breeding strategy for developing P-efficient stylo cultivars to grow on acid soils in the tropics.

## Methods

### Plant growth and treatments

In this study, two stylo (*Stylosanthes guianensis*) cultivars, ‘RY2’ and ‘RY5’, were used, which were widely grown in South China [33]. The stylo seeds were provided by the Institute of Tropical Crop Genetic Resources (TCGRI), Chinese Academy of Tropical Agricultural Sciences (CATAS), Hainan, China. Experiments were performed in a greenhouse at temperatures of 25 °C to 32 °C under natural sunlight with a photoperiod of about 13 h at the TCGRI, CATAS, Hainan, China (19°30′N, 109°30′E). Seeds were germinated for 3 d, and stylo seedlings were then transferred to a modified Hoagland nutrient solution containing 250 μM KH_2_PO_4_ for 14 d as previously described [71]. After that, seedlings were separately transplanted into nutrient solution supplied with 0, 100 and 250 μM KH_2_PO_4_, which were regarded as low (Pi deprivation), moderate and high P supply treatments, respectively. The nutrient solution was adjusted to a pH value of 5.8 and refreshed weekly. After 21 d of P treatments, shoots and roots were separately harvested for further analysis. An individual hydroponic box containing three seedlings of each stylo cultivar was set as one biological replicate. Each treatment included three biological replicates.

### Determination of root morphology and P concentration

Plant fresh roots were scanned using an Epson 12000XL scanner (Epson, Japan) with a resolution of 300 dpi, and the obtained image was saved as JEPG format. Total root length, root surface area and root volume were analyzed with WinRhizo Pro software (Regent Instruments Inc., Quebec, Canada). After that, shoot and root samples were oven dried at 75 °C for 7 d, and the dry mass of shoots and roots was further determined. For P concentration analysis, approximately 0.07 g dry samples were burned to ash at 600 °C in a muffle furnace. The sample of ash was absolutely dissolved in 100 mM HCl, and the supernatant was then used for P concentration analysis as previously described [72].

### Analysis of APase activity

APase activities in stylo leaf and root were analyzed as previously described [38] with some modification. Approximately 0.15 g of leaf and root samples were ground in 1.5 mL of 45 mM Na-acetate buffer (pH 5.0) at 4 °C. After centrifugation at 12,000 rpm for 15 min at 4 °C, the supernatants were mixed with 2 mL of 45 mM Na-acetate buffer (pH 5.0) containing 1 mM ρ-nitrophenyl phosphate (Sigma, Saint Louis, MO, USA). After incubation at 37 °C for 15 min, the reaction was terminated by the addition of 1 mL of 1 M NaOH. APase activity was spectrophotometrically detected at 405 nm and expressed as micromoles of ρ-nitrophenyl phosphate hydrolyzed per mg protein per min. Protein concentration in the extracts was analyzed using the Coomassie Brilliant Blue staining method [73].

### RNA extraction and sequencing

Total RNA from roots of RY2 at 0 (LP) and 250 (HP) μM KH_2_PO_4_ treatments was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's instructions. RNA purity and integrity were assessed by Nanodrop 2000c Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent 2100 (Agilent Technologies, Palo Alto, CA, USA), respectively. RNA sequencing analysis was conducted by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). RNA-seq libraries were constructed using the NEBNext® Ultra^TM^ RNA Library Prep kit (NEB, Beverly, MA, USA), and the cDNA libraries were sequenced using an Illumina Hiseq^TM^ platform (Illumina, San Diego, CA, USA). The 150-bp paired-end reads (PE150) were generated.

### Transcriptomic analysis

RNA-seq raw data were obtained using the Casava v.1.8 program. The raw reads in FASTQ format were processed, and then the high-quality clean reads were obtained after removing adaptor, ploy-N and low-quality sequences. The final clean reads were assembled using Trinity software (version 2). For annotation, all assembled unigenes were searched against a number of public databases, including the National Center for Biotechnology Information (NCBI) non-redundant protein sequences (Nr), the non-redundant nucleotide sequences (Nt), the Protein Family (Pfam), the Clusters of Orthologous Groups of protein database (COG), the Swiss-Prot protein database, the GO and the KEGG databases.

The expression level of each gene was analyzed and represented by the expected number of fragments per kilobase of transcript sequence per millions base pairs (FPKM) using RSEM software with default settings [74]. Differentially expressed genes between two P treatments were identified using DESeq2 [75]. Genes with *q*-value <0.05 and |log_2_(fold change)| ≥1 were assigned as differentially expressed. GO and KEGG enrichment analyses of DEGs were performed as previously described [71, 76]. The interaction networks were analyzed by Cytoscape (version 3.8.0). The raw data were deposited in the Gene Expression Omnibus under GEO series number GSE171448.

### Validation of DEGs by qRT-PCR analysis

A total of 13 DEGs were selected to assess the accuracy of RNA-seq data using qRT-PCR method. qRT-PCR analysis was performed according to SYBR Green Master Mix kit (Vazyme, China), and was monitored on a QuantStudio™ 6 Flex Real-Time System (Thermo Fisher Scientific, Waltham, MA, USA). Specific primers of the tested genes are listed in Additional file 12. The relative expression of candidate gene was calculated relative to the expression of reference gene *SgEF-1a* as previously described [37]. Three biological replicates were included in the qRT-PCR analysis.

### Statistical analysis

Data analysis was performed for the mean and standard error calculation using Microsoft Excel 2003 (Microsoft Company, USA). One-way ANOVA and Student’s *t*-test analyses were performed with the SPSS program (SPSS Institute, USA, v. 13.0).

## Supplementary Information

**Additional file 1: Table S1.** The decrease rate of growth parameters of stylo under 0 (LP) and 100 μM KH_2_PO_4_ relative to that in 250 (HP) μM KH_2_PO_4_ treatment.

**Additional file 2: Table S2.** Summary of stylo roots transcriptomes in 0 (LP) and 250 (HP) μM KH_2_PO_4_ supply treatments.

**Additional file 3: Table S3.** DEGs identified in stylo roots under 0 (LP) and 250 (HP) μM KH2PO4 supply treatments.

**Additional file 4: Figure S1.** Clustering analysis of the DEGs under two P conditions. The transcripts of DEGs were normalized as log_2_(FPKM). Expression levels ranged from red to blue indicate high to low expression for genes, respectively. LP and HP represent 0 and 250 μM KH_2_PO_4_ supply treatments, respectively.

**Additional file 5: Table S4.** DEGs related to transporters.

**Additional file 6: Table S5.** DEGs encoding putative phosphatases.

**Additional file 7: Table S6.** DEGs related to root growth.

**Additional file 8: Table S7.** Potential transcription factors involved in Pi signaling.

**Additional file 9: Table S8**. DEGs related to plant hormone signal transduction.

**Additional file 10: Figure S2.** Heatmap analysis of the DEGs belonging to SPX containing proteins. The transcripts of DEGs were normalized as log2(FPKM+1). Gene IDs were showed by the legend on the right. Expression levels ranged from red to blue indicate high to low expression for genes, respectively. LP and HP represent 0 and 250 μM KH_2_PO_4_ supply treatments, respectively.

**Additional file 11: Figure S3.** Correlation analysis of gene expression between transcriptome data and qRT-PCR results. Nine up-regulated and four down-regulated DEGs were selected for qRT-PCR analysis. Transcriptome data were plotted against data from qRT-PCR. Data are presented on a log_2_ scale.

**Additional file 12: Table S9.** Primers used for qRT-PCR analysis of the selected genes.

## Data Availability

The datasets are included in this article and its Additional files are available from the corresponding author on reasonable request. The datasets for this study can be found in the NCBI Gene Expression Omnibus under GEO series number of GSE171448.

## Abbreviations

ACP: Acid phosphatase
ALMT: Aluminum-activated malate transporter
ATP: Adenosine triphosphate
BP: Biological processes
CC: Cellular components
COG: Clusters of orthologous groups of protein database
DEGs: Differentially expressed genes
dNTP: Deoxynucleoside triphosphate
FPKM: Expected number of fragments per kilobase of transcript sequence per millions base pairs
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
MATE: Multidrug and toxin extrusion
MF: Molecular function
NCBI: National center for biotechnology information
Nr: Non-redundant protein sequences
Nt: Non-redundant nucleotide sequences
PAP: Purple acid phosphatase
Pfam: Protein family
PHR1: PHOSPHATE STARVATION RESPONSE 1
PPCK: Phosphoenolpyruvate carboxylase kinase
PSI: Pi starvation induced
PSR: Pi starvation responses
PT: Pi transporter
qRT-PCR: Quantitative real-time polymerase chain reaction
RNA-seq: RNA sequencing
RNS: Ribonuclease
SPX: SYG1/PHO81/XPR1
TFs: Transcription factors

## References

[1] Raghothama KG (1999). Phosphate acquisition. Annu Rev Plant Physiol Plant Mol Biol.

[2] Mora-Macías J, Ojeda-Rivera JO, Gutiérrez-Alanís D, Yong-Villalobos L, Oropeza-Aburto A, Raya-González J (2017). Malate-dependent Fe accumulation is a critical checkpoint in the root developmental response to low phosphate. Proc Natl Acad Sci U S A.

[3] Ao JH, Chen ZJ, Wu M, Lu X, Huang Z, Liao H (2014). Phosphorus fractions of red soils in Guangdong province of South China and their bioavailability for five crop species. Soil Sci.

[4] Kochian LV, Piñeros MA, Liu J, Magalhaes JV (2015). Plant adaptation to acid soils: The molecular basis for crop aluminum resistance. Annu Rev Plant Biol.

[5] Conley DJ, Paerl HW, Howarth RW, Boesch DF, Seitzinger SP, Havens KE (2009). Controlling eutrophication: nitrogen and phosphorus. Science..

[6] Cordell D, Drangert J, White S (2009). The story of phosphorus: global food security and food for thought. Glob Environ Chang.

[7] Wu P, Shou H, Xu G, Lian X (2013). Improvement of phosphorus efficiency in rice on the basis of understanding phosphate signaling and homeostasis. Curr Opin Plant Biol.

[8] Ham BK, Chen J, Yan Y, Lucas WJ (2018). Insights into plant phosphate sensing and signaling. Curr Opin Biotechnol.

[9] Lynch JP (2011). Root phenes for enhanced soil exploration and phosphorus acquisition: tools for future crops. Plant Physiol.

[10] Rao IM, Miles JW, Beebe SE, Horst WJ (2016). Root adaptations to soils with low fertility and aluminium toxicity. Ann Bot.

[11] Bayuelo-Jiménez JS, Gallardo-Valdéz M, Pérez-Decelis VA, Magdaleno-Armas L, Ochoa I, Lynch JP (2011). Genotypic variation for root traits of maize (*Zea mays L.*) from the Purhepecha Plateau under contrasting phosphorus availability. Field Crop Res.

[12] Liu HT, White PJ, Li CJ (2016). Biomass partitioning and rhizosphere responses of maize and faba bean to phosphorus deficiency. Crop Pasture Sci.

[13] Lyu Y, Tang H, Li H, Zhang F, Rengel Z, Whalley WR (2016). Major crop species show differential balance between root morphological and physiological responses to variable phosphorus supply. Front Plant Sci.

[14] Mehra P, Pandey BK, Giri J (2017). Improvement in phosphate acquisition and utilization by a secretory purple acid phosphatase (OsPAP21b) in rice. Plant Biotechnol J.

[15] Bhadouria J, Singh AP, Mehra P, Verma L, Srivastawa R, Parida SK (2017). Identification of purple acid phosphatases in chickpea and potential roles of *CaPAP7* in seed phytate accumulation. Sci Rep.

[16] Zhu S, Chen M, Liang C, Xue Y, Lin S, Tian J (2020). Characterization of purple acid phosphatase family and functional analysis of *GmPAP7a/7b* involved in extracellular ATP utilization in soybean. Front Plant Sci.

[17] Liang C, Wang J, Zhao J, Tian J, Liao H (2014). Control of phosphate homeostasis through gene regulation in crops. Curr Opin Plant Biol.

[18] Chiou TJ, Lin SI (2011). Signaling network in sensing phosphate availability in plants. Annu Rev Plant Biol.

[19] Mitsukawa N, Okumura S, Shirano Y, Sato S, Kato T, Harashima S (1997). Overexpression of an *Arabidopsis thaliana* high-affinity phosphate transporter gene in tobacco cultured cells enhances cell growth under phosphate-limited conditions. Proc Natl Acad Sci U S A.

[20] Mudge SR, Rae AL, Diatloff E, Smith FW (2002). Expression analysis suggests novel roles for members of the Pht1 family of phosphate transporters in Arabidopsis. Plant J.

[21] Sun S, Gu M, Cao Y, Huang X, Zhang X, Ai P (2012). A constitutive expressed phosphate transporter, OsPht1;1, modulates phosphate uptake and translocation in phosphate-replete rice. Plant Physiol.

[22] Wang X, Wang Y, Piñeros MA, Wang Z, Wang W, Li C (2014). Phosphate transporters OsPHT1;9 and OsPHT1;10 are involved in phosphate uptake in rice. Plant Cell Environ.

[23] Qin L, Zhao J, Tian J, Chen L, Sun Z, Guo Y (2012). The high-affinity phosphate transporter GmPT5 regulates phosphate transport to nodules and nodulation in soybean. Plant Physiol.

[24] Chen L, Qin L, Zhou L, Li X, Chen Z, Sun L (2019). A nodule-localized phosphate transporter GmPT7 plays an important role in enhancing symbiotic N2 fixation and yield in soybean. New Phytol.

[25] Wang L, Lu S, Zhang Y, Li Z, Du X, Liu D (2014). Comparative genetic analysis of Arabidopsis purple acid phosphatases AtPAP10, AtPAP12, and AtPAP26 provides new insights into their roles in plant adaptation to phosphate deprivation. J Integr Plant Biol.

[26] Li RJ, Lu WJ, Guo CJ, Li XJ, Gu JT, Xiao K (2012). Molecular characterization and functional analysis of *OsPHY1*, a purple acid phosphatase (PAP)-type phytase gene in rice (*Oryza sativa* L.). J Integr Plant Biol.

[27] Liang C, Sun L, Yao Z, Liao H, Tian J (2012). Comparative analysis of *PvPAP* gene family and their functions in response to phosphorus deficiency in common bean. PLoS One.

[28] Kong Y, Li X, Wang B, Li W, Du H, Zhang C (2018). The soybean purple acid phosphatase GmPAP14 predominantly enhances external phytate utilization in plants. Front Plant Sci.

[29] Li C, Zhou J, Wang X, Liao H (2019). A purple acid phosphatase, *GmPAP33*, participates in arbuscule degeneration during arbuscular mycorrhizal symbiosis in soybean. Plant Cell Environ.

[30] Guo W, Zhao J, Li X, Qin L, Yan X, Liao H (2011). A soybean β-expansin gene *GmEXPB2* intrinsically involved in root system architecture responses to abiotic stresses. Plant J.

[31] Yu Z, Kang B, He X, Lv S, Bai Y, Ding W (2011). Root hair-specific expansins modulate root hair elongation in rice. Plant J.

[32] Chandra A (2009). Diversity among *Stylosanthes* species: habitat, edaphic and agro-climatic affinities leading to cultivar development. J Environ Biol.

[33] Liu GD, Bai CJ, Wang DJ, He HX, Chakraborty S (2004). *Stylosanthes* cultivars in China: their development and performance. High-yielding anthracnose-resistant *Stylosanthes* for agricultural systems.

[34] Guo PF, Liu PD, Lei J, Chen CH, Qiu H, Liu GD (2019). Improvement of plant regeneration and *Agrobacterium*-mediated genetic transformation of *Stylosanthes guianensis*. Trop Grassl Forrajes.

[35] Sun L, Liang C, Chen Z, Liu P, Tian J, Liu G (2014). Superior aluminium (Al) tolerance of *Stylosanthes* is achieved mainly by malate synthesis through an Al-enhanced malic enzyme, *SgME1*. New Phytol.

[36] Chen Z, Sun L, Liu P, Liu G, Tian J, Liao H (2015). Malate synthesis and secretion mediated by a manganese-enhanced malate dehydrogenase confers superior manganese tolerance in *Stylosanthes guianensis*. Plant Physiol.

[37] Liu P, Cai Z, Chen Z, Mo X, Ding X, Liang C (2018). A root-associated purple acid phosphatase, SgPAP23, mediates extracellular phytate-P utilization in *Stylosanthes guianensis*. Plant Cell Environ.

[38] Liu PD, Xue YB, Chen ZJ, Liu GD, Tian J (2016). Characterization of purple acid phosphatases involved in extracellular dNTP utilization in *Stylosanthes*. J Exp Bot.

[39] Du YM, Tian J, Liao H, Bai CJ, Yan XL, Liu GD (2009). Aluminium tolerance and high phosphorus efficiency helps *Stylosanthes* better adapt to low-P acid soils. Ann Bot.

[40] Gamuyao R, Chin JH, Pariasca-Tanaka J, Pesaresi P, Catausan S, Dalid C (2012). The protein kinase Pstol1 from traditional rice confers tolerance of phosphorus deficiency. Nature..

[41] Wu W, Lin Y, Liu P, Chen Q, Tian J, Liang C (2018). Association of extracellular dNTP utilization with a GmPAP1-like protein identified in cell wall proteomic analysis of soybean roots. J Exp Bot.

[42] Lin Y, Chen G, Hu H, Yang X, Zhang Z, Jiang X (2020). Phenotypic and genetic variation in phosphorus-deficiency-tolerance traits in Chinese wheat landraces. BMC Plant Biol.

[43] Lan P, Li WF, Schmidt W (2012). Complementary proteome and transcriptome profiling in phosphate-deficient Arabidopsis roots reveals multiple levels of gene regulation. Mol Cell Proteomics.

[44] Secco D, Jabnoune M, Walker H, Shou H, Wu P, Poirier Y (2013). Spatio-temporal transcript profiling of rice roots and shoots in response to phosphate starvation and recovery. Plant Cell.

[45] Zeng HQ, Wang GP, Zhang YQ, Hu XY, Pi EX, Zhu YY (2016). Genome-wide identification of phosphate-deficiency-responsive genes in soybean roots by high-throughput sequencin. Plant Soil.

[46] Feng H, Li B, Zhi Y, Chen J, Li R, Xia X (2017). Overexpression of the nitrate transporter, OsNRT2.3b, improves rice phosphorus uptake and translocation. Plant Cell Rep.

[47] Liu F, Chang XJ, Ye Y, Xie WB, Wu P, Lian XM (2011). Comprehensive sequence and whole-life-cycle expression profile analysis of the phosphate transporter gene family in rice. Mol Plant.

[48] Cao Y, Liu J, Li Y, Zhang J, Li S, An Y (2021). Functional analysis of the phosphate transporter gene *MtPT6* from *Medicago truncatula*. Front Plant Sci.

[49] Karthikeyan AS, Varadarajan DK, Mukatira UT, D'Urzo MP, Damsz B, Raghothama KG (2002). Regulated expression of Arabidopsis phosphate transporters. Plant Physiol.

[50] Shin H, Shin HS, Dewbre GR, Harrison MJ (2004). Phosphate transport in *Arabidopsis*: Pht1;1 and Pht1;4 play a major role in phosphate acquisition from both low- and high-phosphate environments. Plant J.

[51] Ai P, Sun S, Zhao J, Fan X, Xin W, Guo Q (2009). Two rice phosphate transporters, OsPht1;2 and OsPht1;6, have different functions and kinetic properties in uptake and translocation. Plant J.

[52] Peng W, Wu W, Peng J, Li J, Lin Y, Wang Y (2018). Characterization of the soybean GmALMT family genes and the function of GmALMT5 in response to phosphate starvation. J Integr Plant Biol.

[53] Magalhaes JV, Liu J, Guimarães CT, Lana UG, Alves VM, Wang YH (2007). A gene in the multidrug and toxic compound extrusion (*MATE*) family confers aluminum tolerance in sorghum. Nat Genet.

[54] Liang C, Piñeros MA, Tian J, Yao Z, Sun L, Liu J (2013). Low pH, aluminum, and phosphorus coordinately regulate malate exudation through *GmALMT1* to improve soybean adaptation to acid soils. Plant Physiol.

[55] Chen Q, Wang L, Liu D, Ma S, Dai Y, Zhang X (2020). Identification and expression of the multidrug and toxic compound extrusion (*MATE*) gene family in *Capsicum annuum* and *Solanum tuberosum*. Plants..

[56] Li XF, Zuo FH, Ling GZ, Li YY, Yu YX, Yang PQ (2009). Secretion of citrate from roots in response to aluminum and low phosphorus stresses in *Stylosanthes*. Plant Soil.

[57] Haran S, Logendra S, Seskar M, Bratanova M, Raskin I (2000). Characterization of Arabidopsis acid phosphatase promoter and regulation of acid phosphatase expression. Plant Physiol.

[58] Zhang Q, Wang C, Tian J, Li K, Shou H (2011). Identification of rice purple acid phosphatases related to phosphate starvation signalling. Plant Biol.

[59] Li C, Gui S, Yang T, Walk T, Wang X, Liao H (2012). Identification of soybean purple acid phosphatase genes and their expression responses to phosphorus availability and symbiosis. Ann Bot.

[60] Luo J, Liu Y, Zhang H, Wang J, Chen Z, Luo L (2020). Metabolic alterations provide insights into *Stylosanthes* roots responding to phosphorus deficiency. BMC Plant Biol.

[61] Valdés-López O, Arenas-Huertero C, Ramírez M, Girard L, Sánchez F, Vance CP (2008). Essential role of MYB transcription factor: PvPHR1 and microRNA: PvmiR399 in phosphorus-deficiency signalling in common bean roots. Plant Cell Environ.

[62] Guo M, Ruan W, Li C, Huang F, Zeng M, Liu Y (2015). Integrative comparison of the role of the PHOSPHATE RESPONSE1 subfamily in phosphate signaling and homeostasis in rice. Plant Physiol.

[63] Sun L, Song L, Zhang Y, Zheng Z, Liu D (2016). Arabidopsis PHL2 and PHR1 act redundantly as the key components of the central regulatory system controlling transcriptional responses to phosphate starvation. Plant Physiol.

[64] Xue YB, Xiao BX, Zhu SN, Mo XH, Liang CY, Tian J (2017). *GmPHR25*, a *GmPHR* member up-regulated by phosphate starvation, controls phosphate homeostasis in soybean. J Exp Bot.

[65] Chen YF, Li LQ, Xu Q, Kong YH, Wang H, Wu WH (2009). The WRKY6 transcription factor modulates *PHOSPHATE1* expression in response to low Pi stress in Arabidopsis. Plant Cell.

[66] Devaiah BN, Karthikeyan AS, Raghothama KG (2007). WRKY75 transcription factor is a modulator of phosphate acquisition and root development in Arabidopsis. Plant Physiol.

[67] Yao Z, Tian J, Liao H (2014). Comparative characterization of *GmSPX* members reveals that *GmSPX3* is involved in phosphate homeostasis in soybean. Ann Bot.

[68] Duan K, Yi K, Dang L, Huang H, Wu W, Wu P (2008). Characterization of a sub-family of Arabidopsis genes with the SPX domain reveals their diverse functions in plant tolerance to phosphorus starvation. Plant J.

[69] Puga MI, Mateos I, Charukesi R, Wang Z, Franco-Zorrilla JM, de Lorenzo L (2014). SPX1 is a phosphate-dependent inhibitor of PHOSPHATEF STARVATION RESPONSE 1 in *Arabidopsis*. Proc Natl Acad Sci U S A.

[70] Lv Q, Zhong Y, Wang Y, Wang Z, Zhang L, Shi J (2014). SPX4 negatively regulates phosphate signaling and homeostasis through its interaction with PHR2 in rice. Plant Cell.

[71] Jia Y, Li X, Liu Q, Hu X, Li J, Dong R (2020). Physiological and transcriptomic analyses reveal the roles of secondary metabolism in the adaptive responses of *Stylosanthes* to manganese toxicity. BMC Genomics.

[72] Murphy J, Riley JP (1962). A modified single solution method for the determination of phosphate in natural waters. Anal Chim Acta.

[73] Bradford MM (1976). A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal Biochem.

[74] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[75] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[76] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

# Supplementary material for: Physiological responses and transcriptomic changes reveal the mechanisms underlying adaptation of Stylosanthes guianensis to phosphorus deficiency
**Source:** BMC Plant Biol. 2021 Oct 13;21:466. doi: 10.1186/s12870-021-03249-2
**Supplement:** Supplementary file 10 — Additional file 10: Figure S2. Heatmap analysis of the DEGs belonging to SPX containing proteins. The transcripts of DEGs were normalized as log2(FPKM+1). Gene IDs were showed by the legend on the right. Expression levels ranged from red to blue indicate high to low expression for genes, respectively. LP and HP represent 0 and 250 μM KH2PO4 supply treatments, respectively.

Fig. S2

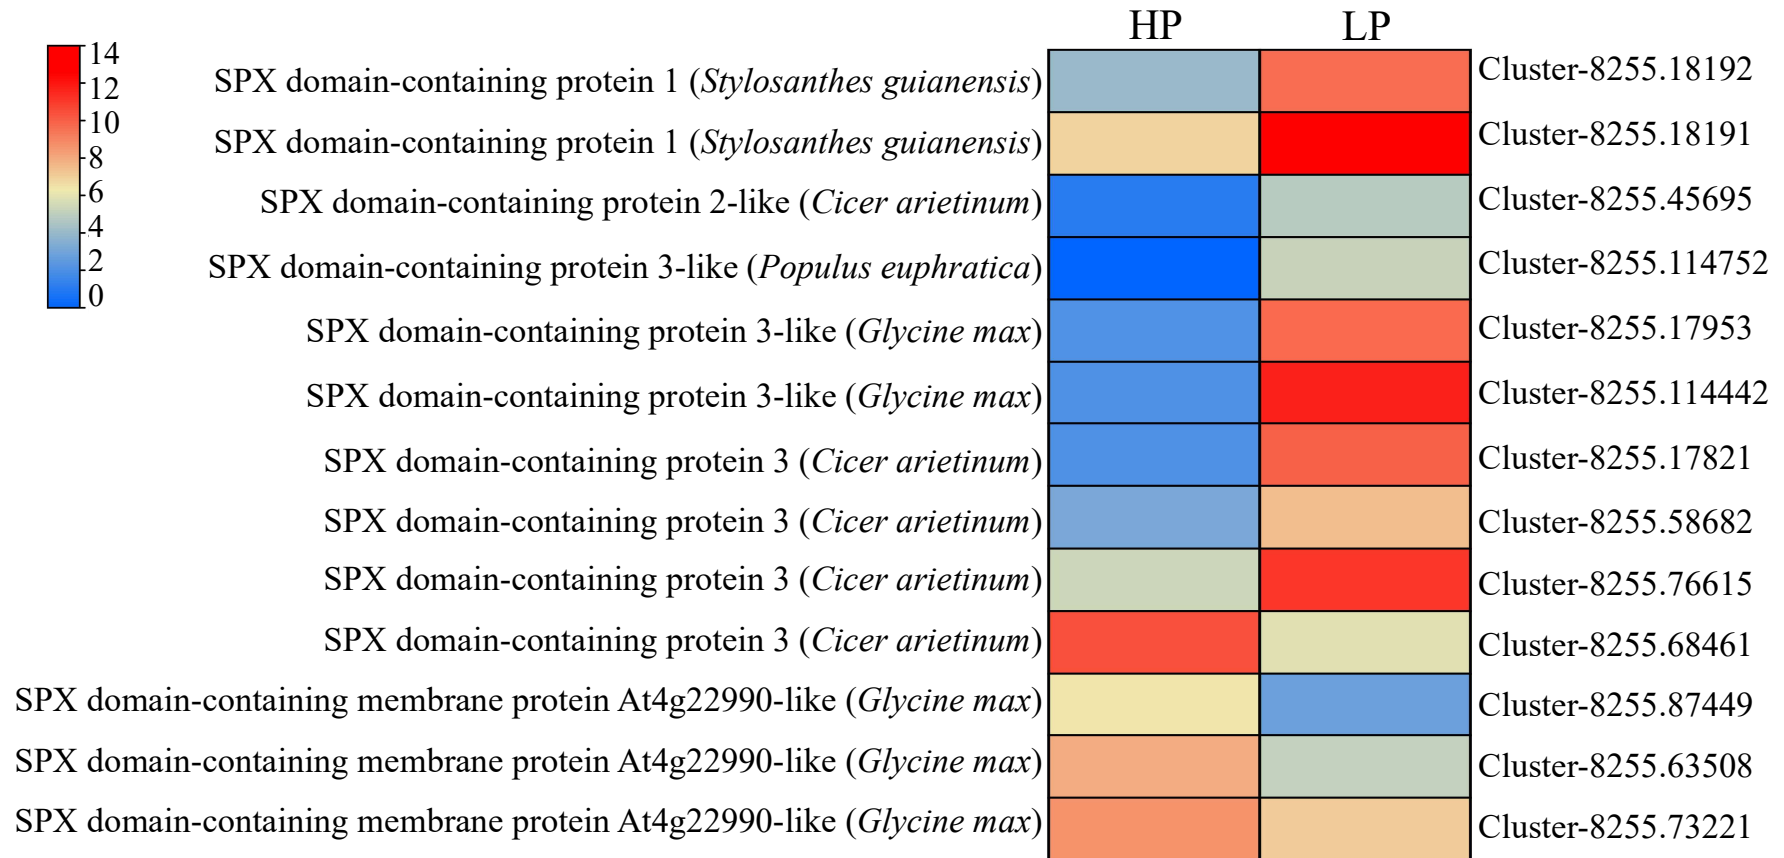

Fig. S2. Heatmap analysis of the DEGs belonging to SPX containing proteins. The transcripts of DEGs were normalized as  $\log_2(\text{FPKM}+1)$ . Gene IDs were showed by the legend on the right. Expression levels ranged from red to blue indicate high to low expression for genes, respectively. LP and HP represent 0 and 250  $\mu\text{M}$   $\text{KH}_2\text{PO}_4$  supply treatments, respectively.

# Supplementary material for: Physiological responses and transcriptomic changes reveal the mechanisms underlying adaptation of Stylosanthes guianensis to phosphorus deficiency
**Source:** BMC Plant Biol. 2021 Oct 13;21:466. doi: 10.1186/s12870-021-03249-2
**Supplement:** Supplementary file 11 — Additional file 11: Figure S3. Correlation analysis of gene expression between transcriptome data and qRT-PCR results. Nine up-regulated and four down-regulated DEGs were selected for qRT-PCR analysis. Transcriptome data were plotted against data from qRT-PCR. Data are presented on a log2 scale.

Fig. S3

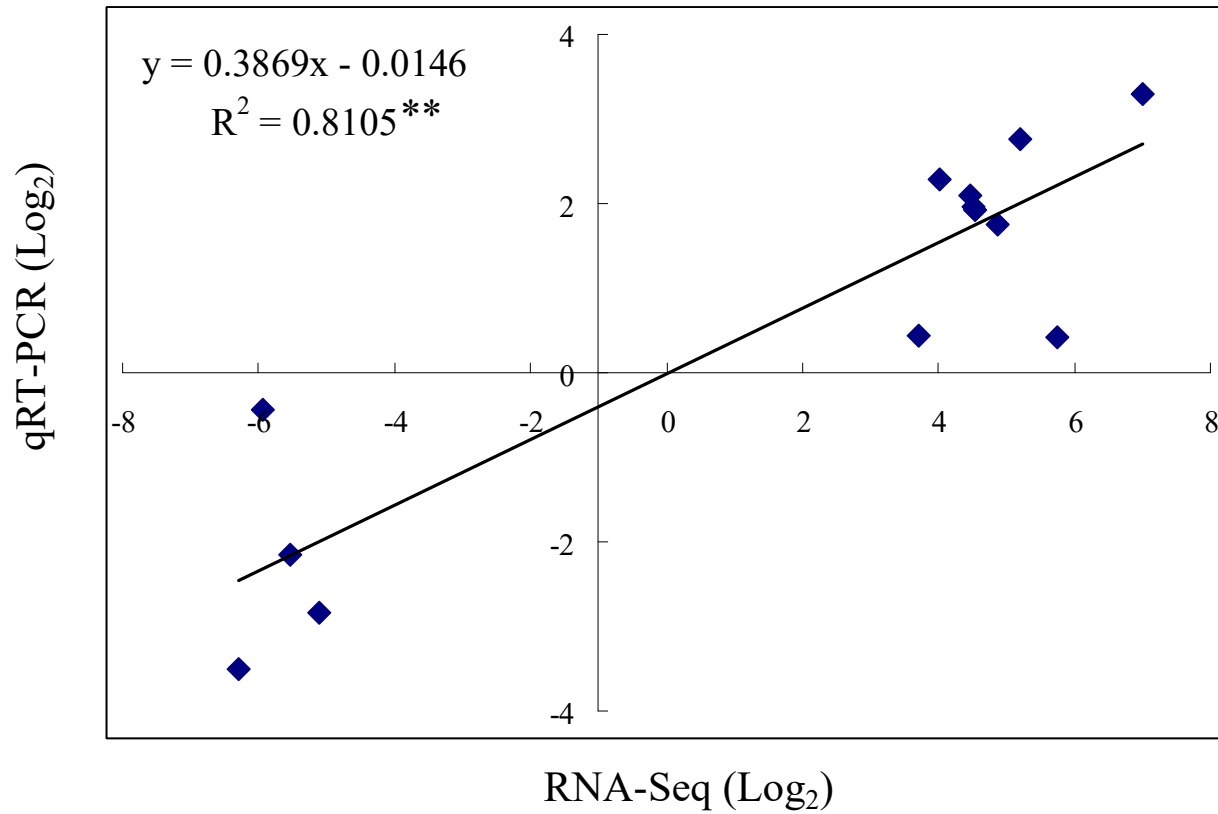

Fig. S3. Correlation analysis of gene expression between transcriptome data and qRT-PCR results. Nine up-regulated and four down-regulated DEGs were selected for qRT-PCR analysis. Transcriptome data were plotted against data from qRT-PCR. Data are presented on a log<sub>2</sub> scale.

How the deposited data were processed for this re-analysis (not part of the article)

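RNA was sequenced from roots of stylo cultivar RY2 grown for 21 d at 0 μM (LP) or 250 μM (HP) KH2PO4, with 3 libraries per treatment. Samples were grouped by their titles and by the doses the paper gives for LP and HP. The label field for phosphorus gives the opposite doses, and the labels' extraction text speaks of leaf tissue and of a strand-specific library kit, whereas the tissue field and the paper name roots and the paper names the kit without that property. The paper's account was used. Because the strand setting of the counting is not given in the sources used here, overlapping and antisense unigenes are uncertain.

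According to the paper's methods, the authors filtered the paired reads for adaptors and quality and assembled those of all samples into unigenes with Trinity. They estimated expression with RSEM at default settings, so the deposited estimated counts are expected counts per unigene and library, not normalized and not whole, in which RSEM divides reads that fit several unigenes. The FPKM values that the authors deposited beside them are scaled by RSEM for unigene length and library size. The read aligner and the step that joined transcripts into unigenes are not given in the sources used here. No reference genome was used, and unigenes carry the identifiers of the authors' assembly with no genome position. Descriptions come from the supplementary tables and are mostly matches to other species.

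Estimated counts were rounded to whole numbers. The libraries held 20643446 to 21784888 counts under LP (median 21046780) and 15586353 to 17821019 under HP (median 16296477), so the LP libraries were the deeper ones. No 2 libraries were alike within sampling noise, with a chi-square of 6.40 to 20.1 per degree of freedom between libraries of the same treatment. Unigenes were filtered with edgeR's filterByExpr at a minimum count of 10, which left 62040 of 173014. They were scaled by TMM factors and tested for LP against HP with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1 and R 4.3.3), adjusted by the Benjamini-Hochberg method. A unigene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The common biological coefficient of variation was 0.420. Log CPM used a prior count of 2. Where every library of a group had 0 reads, a lower bound was computed against 3 reads over the group. Where a group had 1 to 3 reads, the ratio of normalized reads was given with its 95% exact counting interval. Both cover counting error only. For a single unigene, 3 libraries against 3 allow no exact permutation p below 0.1.

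The alternatives were DESeq2 1.42.0 (the tool the paper names), size factors of the DESeq2 kind, upper-quartile factors and library sizes alone in place of TMM, no filter on low counts, a filter of at least 1 CPM in 3 libraries, a test against a log2 fold change of 1, an adjusted p threshold of 0.01, limma with trend on log2(FPKM + 1) and on log2(FPKM + 0.1), libraries thinned at random to 15586189 counts, the replicate number as a block, counts not rounded, robust dispersions, and each library left out in turn. The called unigenes were clustered by complete linkage on Euclidean distances, with average linkage, the values of the 6 libraries, a correlation distance and the DESeq2 list as alternatives.

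The steps were tested on simulated data, in which counts were drawn for the tested unigenes from the means and library sizes of these samples with known changes. In the simulated comparison of LP with HP, 57037 unigenes passed the filter and 176 of them were changed. The quasi-likelihood test recovered 85 (48.3%) with 7 false calls, DESeq2 132 (75%) with 168 false calls, limma on log2(FPKM + 1) 97 (55.1%) with 15 and the fit with the replicate number as a block 68 (38.6%) with 8. No recovered change had the wrong sign. Only 176 unigenes were changed in the simulation, against 8183 called in the real libraries, so the adjustment over all unigenes was stricter there. The shares recovered and the numbers of false calls therefore do not give those of the real comparison.

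Unigenes were named by a rule set beforehand, at a time when the values in the paper's tables had been seen. It takes every unigene that the text names by its identifier, the Pi transporters of Table S4, the PAP unigenes of Fig. 9, the unigenes of Tables S6 and S9, the SPX unigenes labelled in Fig. S2, and the unigenes of Tables S4 and S7 whose descriptions the results text names. It also takes the 5 largest increases and the 5 largest decreases among called and described unigenes whose LP and HP libraries did not overlap. The most abundant nitrate transporters, the SCARECROW unigenes and the called ZF unigenes without reads in one treatment were added after their values were seen. Of Table S3, the first 1272 of 8349 rows were used, so descriptions from it cover part of the called unigenes, and no set test was run on it. GO and KEGG enrichment, the edges of the interaction networks and the qRT-PCR values were not analysed here, because the deposited files hold none of them and the paper shows the edges and the qRT-PCR values in figures, with no table of them among the files used here.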

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

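The alternatives were all chosen before the data were examined, and none was added later. Over 22 results, 388 of 424 comparisons with an alternative gave a count within 1.5 times the one reported. No unigene called in the reported analysis was called in the opposite direction under any of the 20 alternative fits. Another scaling changed little, with 8200 DEGs for size factors of the DESeq2 kind (8173 of them among the 8183 reported), 8216 for upper-quartile factors (8137) and 8226 for library sizes alone (8086). The median log2 fold change of all tested unigenes was 0.03 with TMM and 0.02 with library sizes alone.

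DESeq2 called 9644 unigenes, 152344 tested without a filter gave 7019, the stricter filter left 49450 and gave 7780, and thinning to equal depth gave 7973. Counts that were not rounded gave 8211 and robust dispersions 8099. limma gave 7396 on log2(FPKM + 1), 6060 of them among those reported, and 9972 on log2(FPKM + 0.1), 7842 of them among those reported.

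Testing against a log2 fold change of 1 is stricter by construction, and it left 3053 DEGs, 1332 higher and 1721 lower. It left 137 transporters, with 19 ABC, 18 nitrate, 10 Pi and 8 dicarboxylate transporters, 59 phosphatases, 2 root growth unigenes, 92 transcription factors, with 20 ZF, 11 MYB and 10 WRKY, 18 hormone-related unigenes and 6 network unigenes. An adjusted p threshold of 0.01, also stricter by construction, left 4214 DEGs, 1910 higher and 2304 lower, 5 root growth unigenes, 139 transcription factors, with 27 ZF and 18 MYB, and 8 of the qRT-PCR unigenes.

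LP and HP libraries share replicate numbers. Deviations of same-numbered libraries from their group means correlated at -0.00570, 0.0400 and 0.0487, against -0.0634 to 0.0257 for the other combinations. These values were all small and gave no clear sign of pairing, but with 3 libraries per treatment they cannot exclude it. With a replicate block, which uses up degrees of freedom, 5167 unigenes were called, 2338 higher and 2829 lower, with 5 root growth and 8 qRT-PCR unigenes.

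Leaving out 1 library gave 2668 to 4851 lower DEGs, with 2668 without HP replicate 1, 2836 without HP replicate 3 and 4851 without LP replicate 3, against 2589 to 3332 higher ones. ZF unigenes numbered 32 without HP replicate 1 and 53 without LP replicate 3, and qRT-PCR unigenes 8 without HP replicate 3 and 10 without each other library. These fits have fewer samples, and why single libraries moved these counts was not tested. Among the 22 results, the other counts stayed within 1.5 times the reported ones in these fits. Counts of some single families moved more. For example, without HP replicate 1 ALMT calls fell from 3 to 1, brassinosteroid calls from 3 to 1, higher ethylene calls from 15 to 7 and higher AP2 calls from 15 to 8, and without LP replicate 1 higher MYB calls fell from 18 to 11.

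In the clustering, 7546 unigenes lay in clusters that held both directions, and 8114 with average linkage. With the values of the 6 libraries 1 cluster of 3756 held both, with 3755 higher and 1 lower unigene, and for the unigenes called by DESeq2 1 cluster of 4464, with 4463 and 1, so in these settings the directions were separated but for a single unigene. With 1 minus the Pearson correlation as the distance 0 unigenes lay in such clusters. The cause was not tested.

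Of 150 unigenes covered by the naming rule or named after their values were seen, 141 were tested, 133 were called and 98 were called in all 6 fits without 1 library. None was reversed under any alternative. Calls lost numbered 46 in the test against a log2 fold change of 1, 41 at an adjusted p threshold of 0.01, 30 with the replicate block, 24 with limma on log2(FPKM + 1), 10 to 23 without 1 library, 7 without a filter, 2 with limma on log2(FPKM + 0.1), 2 after thinning, 1 with DESeq2 and 0 with another scaling, while library sizes alone added 1.

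Depth limits the unigenes with few reads. The filter left 110974 unigenes untested. In the simulated data the quasi-likelihood test missed more of the changed unigenes than it found at n = 3. Far fewer unigenes were changed there than were called here, which makes the adjustment stricter, so that share does not carry over to these libraries. A unigene that was not called is not shown to be unchanged. Of the 10 splits of the 6 libraries into groups of 3, only 1, that of LP against HP, called as many as 8183 unigenes. The other 9 called 0 with edgeR, with 523 to 2782 at an unadjusted p under 0.05 and 54 to 537 called by DESeq2. A share of 1 in 10 is the smallest this design can give, so this share cannot decide about chance. The correlations show that the libraries grouped by treatment, but this match has the same limit of 1 in 10 and cannot decide about chance either. Spearman correlations of log CPM between libraries of the same treatment (0.892 to 0.915) all lay above those between treatments (0.785 to 0.814).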

Differences from the paper's values

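The paper's count of MATE homologues higher under LP is 5, and 3 were called here. Among the alternatives set before the data were examined, 4 were called with DESeq2, limma on log2(FPKM + 0.1), without HP replicate 1 and without HP replicate 3, which is within 1.5 times the paper's count. With size factors of the DESeq2 kind, upper-quartile factors, library sizes alone, no filter, the stricter filter, the test against a log2 fold change of 1, the adjusted p threshold of 0.01, limma on log2(FPKM + 1), thinned libraries, the replicate number as a block, counts not rounded, robust dispersion, without HP replicate 2, without LP replicate 1, without LP replicate 2 and without LP replicate 3 the count stayed further from the paper's, at 1 to 3. The paper's count of PAP homologues lower under LP is 2, and 1 was called here. The count was 2 without HP replicate 1, the library in which the added unigene, Cluster-8255.92531, had no reads, and 0 or 1 under every other alternative.

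The paper's 8348 DEGs compare with 8183 called here and 9644 with DESeq2, the tool the paper names, and no setting gave exactly the paper's number. Of 717 unigenes in Tables S4 to S8, 688 were tested, all with the listed sign, and 610 were called, or 645 with DESeq2. Another 29 did not pass the filter on low counts and 78 were tested and not called. Over the 637 unigenes with a number in the tables, the log2 fold changes differed from the paper's by a median of 0.00377 and at most 0.55.

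Some unigenes that the paper counts as changed and that are named here were not called. Among the tested ones, other settings called Cluster-8255.60566 by DESeq2, with the stricter filter, in the thinned libraries and without LP replicate 3, Cluster-8255.104902 by DESeq2, by limma on log2(FPKM + 0.1) and without HP replicate 3, Cluster-8255.100561 without LP replicate 2, Cluster-8255.17062 by limma on log2(FPKM + 1), by limma on log2(FPKM + 0.1) and without HP replicate 3, Cluster-8255.57015 by limma on log2(FPKM + 0.1) and without HP replicate 2, Cluster-8255.66276 with library sizes alone, with the stricter filter, by limma on log2(FPKM + 1), by limma on log2(FPKM + 0.1), in the thinned libraries and without LP replicate 1 and Cluster-8255.64618 by DESeq2, by limma on log2(FPKM + 0.1), in the thinned libraries and without LP replicate 3. Cluster-8255.35310 was called under none of the alternatives. Of those that did not pass the filter, other settings called Cluster-8255.106304 without LP replicate 2, Cluster-8255.110776 without a filter, without HP replicate 1, without HP replicate 2 and without HP replicate 3, Cluster-8255.47682 without HP replicate 1, Cluster-8255.111686 without a filter and without HP replicate 2, Cluster-8255.92531 without HP replicate 1, Cluster-8255.17252 without LP replicate 3, Cluster-8255.72518 without HP replicate 1, Cluster-8255.40210 without HP replicate 3 and Cluster-8255.95208 without LP replicate 2. Some of these fits left out the library that went against the change. That library had no reads in the higher treatment for Cluster-8255.106304, Cluster-8255.47682, Cluster-8255.92531, Cluster-8255.72518 and Cluster-8255.95208. It held every read of the lower treatment for Cluster-8255.104902, Cluster-8255.17062, Cluster-8255.57015, Cluster-8255.66276 and Cluster-8255.64618. Calls in those fits were nearly fixed by the omission and are no evidence for the change.

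Fig. 10 marks the larger part of the ZF bar and the whole SCARECROW bar as higher under LP, whereas the paper's text and Table S7 list more ZF unigenes as lower and every SCARECROW unigene as lower. Here 32 ZF unigenes were lower and 22 higher, and all 5 tested SCARECROW unigenes were lower. Table S7 also holds 1 unigene, Cluster-8255.65480, whose listed change is below the paper's fold threshold.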

Other observations

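The tests of library depth and of sampling noise were chosen after the results were seen, and the others before.

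Of the called unigenes, 610 had 0 reads in every library of one treatment, 285 in HP and 325 in LP, as did the 10 largest changes among unigenes with a description. The tables argue against the difference in depth as the cause, since 325 of these unigenes had 0 reads in the deeper LP group, and after thinning to equal depth 311 lacked LP reads and 243 lacked HP reads. If reads had moved to a near-identical copy in the other treatment, unigenes with neighbouring numbers in the same cluster would change the opposite way. Neighbouring numbers stood in for similarity, because 32.4% of 71 described neighbour pairs had the same description, against 0.0363% of all described pairs. Of 195 neighbours that had a log2 fold change of at least 1 in size, 38.5% changed the opposite way, against 50.0% expected from all tested unigenes with such a change (two-sided exact binomial test that takes the neighbours as independent, p = 0.00125). The expected share came from all tested unigenes and not from neighbours of unigenes with reads in both treatments. Neighbours may change together for other reasons, so this test cannot decide about shared reads. Copies elsewhere in the assembly were not covered either. Shared reads therefore cannot be told apart from a change in transcription. A response to P deficiency that switches transcripts on or off, and genetic differences between the plants of the treatments, remain open and untested.

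Within a treatment, 667 cases in 632 unigenes had 0 reads in 1 library and at least 50 in both others. There were 100, 149 and 129 in LP replicates 1, 2 and 3 and 79, 123 and 87 in HP replicates 1, 2 and 3. Within each treatment the shallower libraries held more of them, and the shallowest library of each held 272 together. Among tested unigenes, 594 such zeros were seen, while 87.7 were expected from each unigene's own dispersion, an estimate that these zeros themselves raise, and 0.0183 from the common dispersion. Both figures take the depth of each library into account, and depth below that of the other libraries of a treatment added 1.42 zeros to the first. This argues against depth and sampling noise as the whole cause, but not against a part in it. Neighbouring unigenes were highest in the library without reads in 37.0% of 875 cases, against 33.4% of all tested unigenes (the same exact binomial test, p = 0.0262). The difference is small, so a part in reads shared between copies is neither shown nor excluded. A candidate explanation that was not tested is sequence variation between plants, which could place the reads of an allele on another unigene.

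Lower calls made up 53.8% of the DEGs. After thinning to equal depth the share was 54.0%, and 52.8% to 54.0% over 10 further random draws, which argues against depth as the whole source of the excess. With the 35 unigenes that were among the 20 most abundant of a library left out, and with library sizes alone, the share was 51.2%, against 55.1% with library sizes alone and no unigene left out. Without single libraries it ran from 47.4%, without HP replicate 1, to 59.3%, without LP replicate 3. The excess is within the range that 1 library decides, so abundant unigenes and a response to P deficiency cannot be told apart as its source.

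Some unigenes with the same description changed in different directions. Of 102 descriptions shared by at least 2 called unigenes in the supplementary tables, 31 had calls in both directions. No biological explanation was tested for this.

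All 12 zinc transporter unigenes of Table S4 were called lower under LP, and every call among them was lower under each alternative scaling. Without HP replicate 1, 9 of them were called. The paper does not discuss this family. Because the family was singled out after its values were seen, and the study chose the list on these libraries, no test was made of it and no biological explanation was tested.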
